# Loss-of-function of *sox3* causes follicle development retardation and reduces fecundity in zebrafish

**DOI:** 10.1007/s13238-018-0603-y

**Published:** 2018-12-26

**Authors:** Qiang Hong, Cong Li, Ruhong Ying, Heming Lin, Jingqiu Li, Yu Zhao, Hanhua Cheng, Rongjia Zhou

**Keywords:** Sox3, follicle development, apoptosis, Cyp19a1a, zebrafish

## Abstract

Folliculogenesis is essential for production of female gametes in vertebrates. However, the molecular mechanisms underlying follicle development, particularly apoptosis regulation in ovary, remain elusive. Here, we generated *sox3* knockout zebrafish lines using CRISPR/Cas9. *sox3* knockout led to follicle development retardation and a reduced fecundity in females. Comparative analysis of transcriptome between *sox3*^−/−^ and wild-type ovaries revealed that Sox3 was involved in pathways of ovarian steroidogenesis and apoptosis. Knockout of *sox3* promoted follicle apoptosis and obvious apoptosis signals were detected in somatic cells of stages III and IV follicles of *sox3*^−/−^ ovaries. Moreover, Sox3 can bind to and activate the promoter of *cyp19a1a*. Up-regulation of Cyp19a1a expression promoted 17β-estradiol synthesis, which inhibited apoptosis in follicle development. Thus, Sox3 functions as a regulator of Cyp19a1a expression, via 17β-E2 linking apoptosis suppression, which is implicated in improving female fecundity.

**Electronic supplementary material:**

The online version of this article (10.1007/s13238-018-0603-y) contains supplementary material, which is available to authorized users.

## Introduction

In the vertebrate ovary, follicles are the functional units for oogenesis, which contain oocytes, granulosa cells and theca cells. The communication between oocytes and granulosa cells is essential for oocyte development (Eppig, 2001). Granulosa cells can provide some substances, including cholesterol, specific amino acids and nutrients for oocyte development (Su et al., 2009), while oocytes secrete some paracrine factors, such as BMP15 (bone morphogenetic protein 15) and GDF9 (growth differentiation factor 9) to regulate granulosa cells development (Su et al., 2004; Su et al., 2009). Hence, the bidirectional communication between oocytes and somatic cells is important for oogenesis. Studies have shown that autophagy of ovarian somatic cells is involved in regulation of follicular development by maintaining cell homeostasis (Yuan et al., 2015), while apoptosis of granulosa cells is pivotal for follicular development through atresia of many early follicles to ensure growth and maturation of some dominant follicles (Matsuda et al., 2012). However, the molecular mechanisms connecting apoptosis in ovary to follicle development remain largely unknown. Identification of key regulators of apoptosis and relevant pathways is important for understanding ovarian functions.

In follicle development, some factors and relevant pathways involved in both pro- and anti-apoptotic have been identified. FSH inhibited FoxO1-dependent apoptosis by coordinating the PKA-PI3K-AKT-FoxO1 axis and FoxO1-FoxO1 positive feedback in mouse granulosa cells (Shen et al., 2014). FGF-2 can inhibit apoptosis and promote follicle growth in culture *in vitro* in sheep (Santos et al., 2014). Up-regulated apoptosis was associated with a decrease in number of vitellogenic follicles when the physiochemical waters parameters were unfavorable in fish (Thome et al., 2012). BCL2 family members, which included pro-apoptotic (e.g., *Bax* and *Bok*) and anti-apoptotic (e.g., *Bcl2* and *Mcl1*) genes, were another kind of apoptosis regulators during follicle development (Perez et al., 1999; Hutt, 2015). *Bcl2* knockout led to aberrant follicle development in adult mice (Ratts et al., 1995), while overexpression of *Bcl2* resulted in decreased follicle apoptosis (Hsu et al., 1996). However, *Bcl2* knockout did not alter neonatal ovarian histology (Jones and Pepling, 2013). In addition, estradiol and microRNA can inhibit granulosa cell apoptosis and promote follicular development (Liu et al., 2014b; Qiu et al., 2014). Despite these progresses, the molecular mechanisms of ovarian apoptosis and its influence on follicle development remain elusive.

Zebrafish (*Danio rerio*), as an excellent model organism, has two distinct sexes in adults, but they are juvenile hermaphrodites (Takahashi, 1977). All the gonads of early-stage (3 weeks ago) are undifferentiated gonads, called “bipotential juvenile ovaries” (Takahashi, 1977; Wang et al., 2007b). From 20 days post fertilization (dpf), some of the bipotential ovaries continue to become ovaries, the others undergo an apoptosis process and finally develop into testes. About 40 dpf, their sexes can be distinguished according to gonadal histology (Uchida et al., 2002; Orban et al., 2009). Molecular mechanisms of sex determination in zebrafish remain elusive. Domesticated zebrafish strains lack sex-linked loci, although natural strains have WZ/ZZ sex chromosomes (Wilson et al., 2014). A number of genes involved in gonadal differentiation have been identified in zebrafish, which include female sex-biased genes: *mettl3* (methyltransferase like 3) (Xia et al., 2018), *cyp19a1a* (cytochrome P450, family 19, subfamily A, polypeptide 1a) (Lau et al., 2016; Yin et al., 2017), *nr0b1* (nuclear receptor subfamily 0 group B member 1) (Chen et al., 2016), *foxl2a* (forkhead box L2a), *foxl2b* (forkhead box L2b) (Yang et al., 2017), *bmp15* (bone morphogenic protein 15) (Dranow et al., 2016) and *fgf24* (fibroblast growth factor 24) (Leerberg et al., 2017), and male sex-biased genes: *dmrt1* (doublesex and mab-3 related transcription factor 1) (Guo et al., 2005; Lin et al., 2017; Webster et al., 2017), *amh* (anti-Mullerian hormone) (Lin et al., 2017), *sox9a* (sex-determining region Y-box 9a) (Sun et al., 2013) and *ar* (androgen receptor) (Crowder et al., 2018). As lack of morphological sex chromosome in zebrafish, molecular mechanisms of sex determination and differentiation are probably multigenic (Liew et al., 2012) and key genes remain to be identified.

*Sox3* (sex-determining region Y-box 3), belonged to the SOX family, is an ancestral precursor of *Sry* (Foster and Graves, 1994), which is a key male sex-determining gene in mammals (Sinclair et al., 1990; Koopman et al., 1991). In transgenic mice, overexpression of *Sox3* led to a complete XX male sex reversal phenotype (Sutton et al., 2011), while loss-of-function mutations showed that it was not required for sex determination, but important for oocyte development, testis differentiation and gametogenesis (Weiss et al., 2003). Nevertheless, genomic rearrangements, de novo duplication or interchromosomal insertional translocation at xq26.3 regulatory region of SOX3 caused XX male sex reversal in humans (Sutton et al., 2011; Moalem et al., 2012; Haines et al., 2015). *Sox3* was also required for formation of the hypothalamo-pituitary axis in mice (Rizzoti et al., 2004), the neurogenesis and neural tube in chicken (Bylund et al., 2003) and zebrafish (Dee et al., 2008; Gou et al., 2018a; Gou et al., 2018b). In addition, in medaka (*Oryzias dancena*), *sox3*^*Y*^ was a male-determining factor (Takehana et al., 2014). However, *sox3* had more important role in oogenesis than in spermatogenesis in grouper (*Epinephelus coioides*) (Yao et al., 2007) and Japanese eel (*Anguilla japonica*) (Jeng et al., 2018). Thus, functions of *sox3* are complex and multiple across vertebrates.

In the present study, we first generated *sox3* knockout zebrafish lines using CRISPR/Cas9 and found that *sox3* knockout led to follicle development retardation and a reduced fecundity in females. Transcriptome analysis revealed that apoptosis signaling pathway was up-regulated and ovarian steroidogenesis was down-regulated in *sox3*^−/−^ ovaries in comparison with wild type ovaries. Knockout of *sox3* caused follicle apoptosis. Furthermore, we demonstrated that Sox3 can promote 17β-E2 synthesis by binding to and activating the *cyp19a1a* promoter, which led to apoptosis decrease in follicle development. Hence, we revealed Sox3 as a regulator of Cyp19a1a expression, via 17β-E2 linking apoptosis suppression in ovary development, which is implicated in improving female fecundity.

## Results

### Generation of *sox3* mutant lines using CRISPR/Cas9

To explore the function of *sox3* in ovary development in zebrafish, *sox3* knockout zebrafish lines were first generated using CRISPR/Cas9 technology. We used a CRISPR design web tool (http://crispr.mit.edu/) to design gRNA targeted the 5′ upstream of coding region (Fig. 1A). Two independent *sox3* mutant lines were established: one had a 7-bp deletion (*sox3*^*f7*^) and the other had a 40-bp deletion (*sox3*^*f40*^) (Fig. 1B and 1C). Both induced frame-shift mutations (Fig. 1D). Sox3 has a DNA-binding domain and a transactivation domain. To determine loss of function in both *sox3*^*f7*^ and *sox3*^*f40*^, deletion mapping and Gal4 dual-luciferase reporter assay system were performed, which revealed that the transactivation domain is essential for transcriptional activation of Sox3 (Figs. S1A and 1B). To characterize both *sox3*^*f7*^ and *sox3*^*f40*^ zebrafish at the molecular level, quantitative real-time PCR was performed, which revealed that *sox3* was significantly reduced in *sox3* knockout ovaries compared to wild type ovaries (Fig. S2), suggesting transcript destabilization and degradation of Sox3^f7^ and Sox3^f40^ in the mutants by nonsense-mediated mRNA decay (NMD) due to premature termination codons (Baker and Parker, 2004; Popp and Maquat, 2016). Homozygotes (*sox3*^−/−^) were produced by incross of the *sox3*^+/−^ zebrafish, which can be identified by PCR (Fig. 1E). Western blot analysis showed complete absence of Sox3 protein in the both mutant lines (Fig. 1F). Thus, both mutant lines had lost the function of Sox3. In order to determine the off-target effects, we aligned the target sequence to the zebrafish genome to search for all the potential off-target sites using the on-line tool (http://crispr.mit.edu). The results indicated that no off-target mutagenesis was detected in the two mutant lines (Fig. S3A–C). These data suggested that Sox3 was disrupted with no protein expression in the two knockout lines.

**Figure 1:**
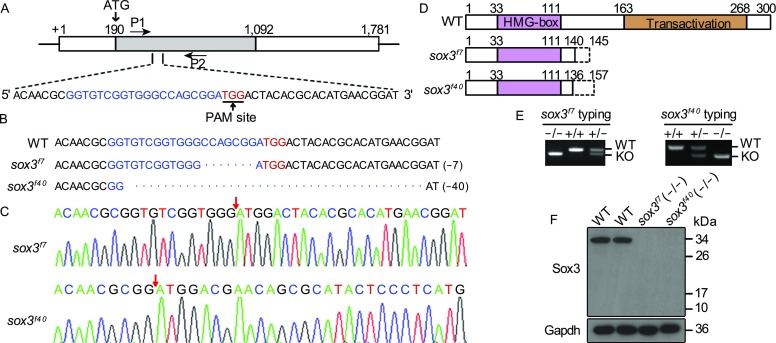
**Generation of** ***sox3*** **mutant strains of zebrafish using CRISPR/Cas9 system**. (A) Schematic representation of gRNA targeting the *sox3* locus. The translation start codon ATG was indicated by an arrow. The gRNA (blue) was designed to target open reading frame (ORF) (gray). The PAM (protospacer adjacent motif) site was underlined in red. P1 and P2 were primers for genotyping. (B) Nucleotide sequence alignments of the two mutant sites (*sox3*^*f7*^ and *sox3*^*f40*^) with WT sequence. The deleted sequences were indicated in dotted lines. One had a 7-bp deletion, the other had a 40-bp deletion. (C) DNA sequencing of *sox3* mutant alleles of both *sox3*^*f7*^ and *sox3*^*f40*^ strains. The red arrows indicated the deleted positions. (D) Schematic diagram of protein coding regions of wide type Sox3 and two predicted truncated mutants. The conserved domains (HMG-box and transactivation) were indicated in boxes (solid lines). Frameshift sequences were showed in boxes with dash lines. The numbers refer to the amino acid positions. (E) PCR analysis to determine genotypes of offsprings from heterozygote intercrosses in two KO strains. The KO band (287 bp of *sox3*^*f7*^ and 254 bp of *sox3*^*f40*^) can be distinguished from WT band (294 bp). Primer sequences and PCR conditions were listed in Table S1. (F) Western blot analysis of Sox3 expression. Ovary extracts from adult zebrafish were subjected to Western blots to detect Sox3 expression. The band of Sox3 protein was present in 33 kDa in WT zebrafish. Gapdh was used as an internal control

### Sox3 is required for follicle development and fecundity in zebrafish

To investigate roles of *sox3* in follicle development, both *sox3*^+/+^ and *sox3*^−/−^ from *sox3*^+/−^ incross were used for histological analysis of different stages of follicles. Statistical analysis showed less follicles of early-vitellogenic stage (III) and late-vitellogenic stage (IV) in *sox3*^−/−^ ovaries than those in wild-type ovaries. The follicle number of primary growth stage (I) and cortical alveolus stage (II) had no significant difference between *sox3*^+/+^ and *sox3*^−/−^ ovaries (Fig. 2A–C). These results indicated that follicle development was retarded in the *sox3*^−/−^ ovaries compared to wild type ovaries. Furthermore, the average number of eggs produced by females from *sox3*^−/−^ incrossed was significantly less than that from *sox3*^+/+^ incrossed at 12-, 13- and 14-week (Fig. 2D). Taken together, these results suggested that *sox3* knockout leads to follicle development retardation and a reduced fecundity in female zebrafish.

**Figure 2:**
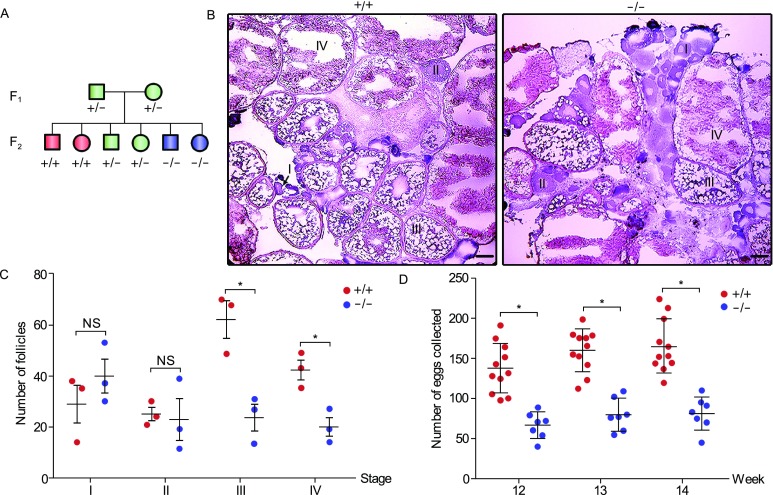
**Knockout of** ***sox3*** **leads to follicle development retardation and a reduced fecundity in female zebrafish**. (A) Schematic diagram of heterozygote incrosses. All data are from the progeny derived from heterozygote incrosses. WT, +/+; heterozygotes, +/−; homozygotes, −/−. (B) Histological analysis of adult ovaries of *sox3*^+/+^ and *sox3*^−/−^ by H.E. staining. I, primary growth stage; II, cortical alveolus stage; III, early-vitellogenic stage; IV, late-vitellogenic stage. Scale bar, 50 μm. (C) Statistic analysis of different stages of follicles from 10 sections for each ovary of *sox3*^+/+^ and *sox3*^−/−^ (*n* = 3 fish per genotype). Data represent means ± SEM. T-test was performed. *P < 0.05; **P < 0.01. NS, not significant. (D) Impaired fecundity in *sox3*^−/−^. Statistical analysis of the numbers of eggs produced by *sox3*^−/−^ incrosses or *sox3*^+/+^ incrosses at 12-, 13- and 14-week. Data represent means ± SEM. T-test was performed. *P < 0.05

### Sox3 deletion influences pathways of ovarian steroidogenesis and apoptosis

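Ovary RNA of 3 adult fish of each genotype went into 1 library per genotype, which the sample labels call a mix, so the comparison rests on 2 libraries with no replicate of either. No difference computed here from these libraries could be set against the spread between fish, and none is given a p-value. The study enriched mRNA with oligo(dT), which binds poly(A) tails, and sequenced the libraries as single-end reads of 50 bases. Table S2 gives 23529272 clean reads for the wild type library and 23462462 for the knockout library, of which 86.15% and 86.32% mapped to the reference genes (Table S4). The authors mapped the reads with HISAT and Bowtie2 and calculated FPKM, the fragments mapped to a gene scaled by transcript length and by library size, with RSEM. Their deposited table lists FPKM in both libraries for 22328 genes, with 2 decimals and a smallest value of 0.01. It gives no read count per gene, so no counting error could be attached to a single value. Among the 3000 genes between 0.05 and 0.4 FPKM in both libraries, 471 had a log2 ratio within 0.05 of 0, with smaller peaks near -1 and 1, as whole reads would give in libraries of about the same depth. Rounding to 2 decimals adds to such ties.

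The targeted gene itself, *sox3* (SOX3, ENSDARG00000053569), was at 1.18 FPKM in the library labelled wild type and at 2.16 FPKM in the library labelled knockout, a log2 ratio of 0.82 that stands at percentile 85 among 500 genes of similar level. This is opposite to the direction of the study's RT-qPCR, and the libraries are therefore named by their labels in what follows. In the RT-qPCR of the study *sox3* was lower in both mutant lines (Fig. S2), and its western blot showed no Sox3 protein in them (Fig. 1F). Both alleles are frame-shift deletions, which leave most of the transcript to be sequenced, and no reporter or cassette is named in them. A knockout label therefore does not by itself require a lower *sox3* transcript. The paper proposes, however, that nonsense-mediated decay degrades the mutant transcripts, which would give a lower level than the wild type. The RT-qPCR also had *cyp19a1a* lower (Fig. 5B) and *tspo*, *pmaip1*, *capn12* and *boka* higher in the knockout (Fig. 4C), the direction that these genes have here under the labels, which does not settle the labels.

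Differences are given as log2 ratios of knockout over wild type after adding 0.1 FPKM to both values, which makes the ratio of a low gene smaller. Symbols were found for 20336 of the genes. Many are symbols of the human match and leave out the letter of the zebrafish paralogue, so that 2 genes can stand under 1 name. For each gene list fixed before the data were examined, the median log2 ratio of the members at 1 FPKM or more in either library is given with its percentile among 10000 random lists of the same size and level, as a description of these 2 libraries. Where a pair of values is given for a gene, the library labelled wild type comes first.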

To examine possible pathways of Sox3 regulation in ovary development, we performed transcriptome sequencing and analysis of *sox3*^+/+^ and *sox3*^−/−^ ovaries (Fig. S4A–C and Tables S2–4). Over 3930 differentially expressed genes (DEGs) were detected, based on both fold change (FC) > 1.4 and false discovery rate (FDR) < 0.05, in the *sox3*^−/−^ ovaries in comparison with wild type ovaries, of them 8.44% (1740) were up-regulated and 10.66% (2,196) were down-regulated (Fig. 3A–C). 

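The genes with the largest ratios between the libraries include several that were near the smallest listed value in one library and abundant in the other. The gene si:dkeyp-20e4.8 was at 975.35 FPKM in the library labelled wild type and at 0.67 FPKM in the library labelled knockout. In the other direction, *slc22a7b.1*, of a family of organic anion transporters, was at 0.05 FPKM in the library labelled wild type and 41.4 FPKM in the library labelled knockout, and *crp5*, a C-reactive protein gene, was listed at 0.01 and 26.9 FPKM. A plexin gene, *plxnb2a.2*, had 31.37 FPKM in the library labelled wild type and 0.12 FPKM in the library labelled knockout. The cytochrome P450 gene *cyp2p10* was at 7.24 FPKM in the library labelled wild type and listed at 0.01 FPKM in the other. *sox3* has the opposite direction to the study's RT-qPCR, so these directions hold for the labels only. Members of gene families such as the last named may share reads, and their values are uncertain for that reason.

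Of the 13455 genes at 1 FPKM or more in either library, 853 were at least 2-fold higher and 1062 at least 2-fold lower in the library labelled knockout. The median log2 ratio of all of them was -0.02. Such differences were concentrated among genes of low level. They made up 36.1% of the 1660 genes whose higher value was from 1 to under 2 FPKM and 2.90% of the 2343 genes at 50 FPKM or more. With a pseudocount of 1 FPKM in place of 0.1, 512 genes were higher and 597 lower. At the fold threshold of the study, over 1.4-fold, and without its FDR filter, 4189 of the 22328 listed genes were higher and 5526 lower. The FDR of the study was not analysed here.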

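All 13 mitochondrially encoded genes of the respiratory chain and ATP synthase were lower in the library labelled knockout, with log2 ratios from -1.21 to -0.40 and a median of -0.78, below all of the random lists. The *mt-atp8* transcript was at 2800.73 FPKM in the library labelled wild type and 1209.86 FPKM in the library labelled knockout, and *MT-CO1*, chosen after its values were seen, differed least, at 1786.91 and 1351.24 FPKM. Nuclear genes of oxidative phosphorylation differed less, with a median of -0.18 over 98 genes, also below all random lists. Of these, 13 were lower and 2 higher by 1.4-fold. Among the lowest were *NDUFS6*, a subunit of complex I, at 165.09 and 65.11 FPKM, and *SDHAF3*, an assembly factor of complex II that the list's name pattern took in, at 9.93 and 4.12 FPKM.

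Genes of lipid metabolism went both ways. Of 28 genes of fatty acid synthesis, elongation and desaturation, 5 were higher and 2 lower by 1.4-fold, and their median of 0.16 equalled the upper bound of the central 95% of random lists, which it passed narrowly under the other pseudocounts and scalings. It was 0.10 over the members at 5 FPKM or more (percentile 89.0) and 0.12 over all members above 0.01 FPKM in either library (percentile 96.0). *ACSL1*, which activates long-chain fatty acids, was at 0.71 and 3.88 FPKM, and the lipogenic regulator *SREBF1* was at 5.64 and 10.65 FPKM. Of 23 genes of fatty acid degradation, 2 were higher and 4 lower (median -0.11, percentile 9.97). The 21 genes of cholesterol synthesis had a median of -0.06 and a mean of 0.13 (percentile of the median 34.8), with *SQLE*, which oxidises squalene, at 0.93 and 4.2 FPKM. Base excision repair had a median of -0.07 over 31 genes (percentile 22.2), with the DNA glycosylase genes *ogg1* at 0.45 and 1.69 FPKM and *NTHL1* at 21.43 and 9.7 FPKM.

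Among genes of reproduction, 19 of the egg envelope, which is built of zona pellucida proteins, had a median of 0.10 (percentile 98.8; bootstrap range over members -0.09 to 0.17), and 5 were higher and 1 lower by 1.4-fold. Of these, *zp2.6* was at 106.8 FPKM in the library labelled wild type and 1786.01 FPKM in the library labelled knockout, and *zp2.2* was at 4861.65 and 2388.08 FPKM. These tandem copies may share reads. Summed over the 5 zp2 genes at 1 FPKM or more, looked at after their values were seen, the level was nearly equal, at 12292.7 and 11912.6 FPKM. The 23 genes of vitellogenin uptake and yolk proteases had a median of -0.03 (percentile 54.4), just above 0 with trimmed mean scaling, and a mean of 0.13. By 1.4-fold 3 of them were higher, up to a log2 ratio of 1.72. Only 1 was lower, the cathepsin gene *CTSB* at 655.68 and 392.56 FPKM. Of 48 genes of cell cycle and mitosis, 2 were higher and 5 lower (median -0.04, percentile 51.9, just above 0 with trimmed mean scaling), the farthest being *RRM2*, a ribonucleotide reductase gene (ENSDARG00000078069), at 65.16 and 3.16 FPKM. A second gene under RRM2 (ENSDARG00000020711), chosen after its values were seen, was at 1762.62 and 2103.99 FPKM, and the pair may share reads. The 90 genes taken by the name pattern for cytosolic ribosomal proteins had a median of -0.15, below all random lists, although 87 of them lay within 1.4-fold. Their lowest member, *RPS6KA2*, encodes a kinase and not a ribosomal protein. *sox3* runs against the study's RT-qPCR in these libraries, so each direction is that of the labels.

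**Figure D1:**
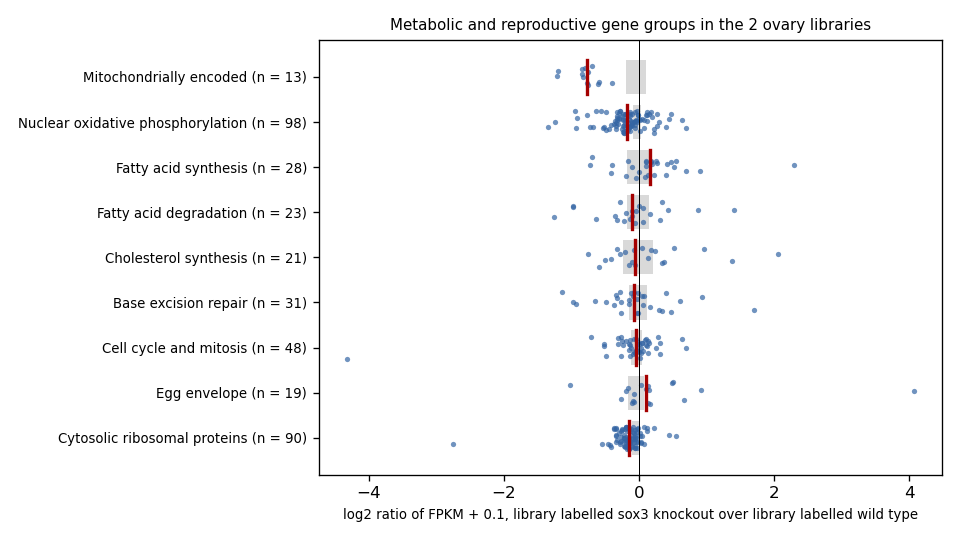
Log2 ratio of FPKM between the ovary library labelled *sox3* knockout and the library labelled wild type (x axis) for each measured member of 9 gene groups (rows). Each point is 1 gene from 1 library per genotype, the red line is the group median, and the grey band holds the central 95% of medians of random lists of the same size and level. The 13 mitochondrially encoded genes all lie below 0, with a median of -0.78.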

Gene Ontology (GO) analysis of DEGs between *sox3*^+/+^ and *sox3*^−/−^ ovaries showed that the DEGs were mainly enriched in the binding and catalytic activity in molecular function, and cellular process, death, metabolic process and reproduction in biological process (Fig. 3D). Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis showed that the apoptosis signaling pathway was significantly up-regulated and ovarian steroidogenesis was significantly down-regulated in *sox3*^−/−^ ovaries in comparison with wild type ovaries (Fig. 3E and 3F). These data suggested that Sox3 probably regulated ovary development through pathways of ovarian steroidogenesis and apoptosis.

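The list of 50 measured pro-apoptotic genes stood at a median log2 ratio of 0.13 in the library labelled knockout over the library labelled wild type (percentile 97.9), with 14 members higher and 9 lower by 1.4-fold. The bootstrap range of this median over members was -0.02 to 0.34. It was 0.02 over the 35 members at 5 FPKM or more (percentile 67.2 among random lists of such genes), 0.02 over the 33 whose name belongs to 1 gene (percentile 70.4) and 0.09 over the 49 above 0.01 FPKM in both libraries (percentile 93.3). Of the 50 members, 6 are among the 9 genes under HTRA2, whose values are uncertain as copies. Among members above 0.01 FPKM in both libraries the calpain gene *capn12* had the largest ratio, with 0.67 and 3.36 FPKM. *FADD*, the adaptor of death receptors, chosen after its values were seen, had the opposite direction, at 8.51 and 2.97 FPKM. The 34 anti-apoptotic genes had a median of -0.05 (percentile 31.3), with 5 higher and 4 lower, and the 23 p53 targets a median of 0.08 (percentile 84.3), with 7 higher and none lower. Autophagy genes, 35 in number, had a median of 0.06 (percentile 82.3), with 5 higher and 5 lower.

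Steroid synthesis genes differed in both directions. Of 17 measured genes, 7 were lower and 6 higher by 1.4-fold, and their median of 0.10 stood at percentile 87.6, while their mean was -0.17. Over the 11 of them at 5 FPKM or more the median was 0.25 (percentile 99.5). Lower were *STAR*, which brings cholesterol into mitochondria, at 1.88 and 0.46 FPKM, *HSD11B2*, which oxidises glucocorticoids, at 6.11 and 2.37 FPKM, and *FDXR*, which passes electrons to mitochondrial P450 enzymes, at 8.13 and 3.88 FPKM. Higher were *STARD3*, which moves cholesterol between membranes, at 16.06 and 31.32 FPKM and, chosen after its values were seen, *CYP17A1*, an enzyme of androgen synthesis, at 30.73 and 48.96 FPKM. Of 23 genes of gonadotropin and follicle growth factor signalling, 2 were higher and 6 lower (median -0.05, percentile 42.6). *BMP6* was at 7.6 and 2.61 FPKM and *hbegfa* at 153.73 and 59.98 FPKM. The eicosanoid genes that the KEGG map of ovarian steroidogenesis holds, with related cytochrome P450 genes, had a median of 0.26 and a mean of -0.26 over 7 genes (percentile of the median 77.7). Their median was -0.13 over all 23 listed above 0.01 FPKM in either library. The farthest members went both ways, with *ptgs1* at 0.14 and 3.93 FPKM and *cyp2p10* at 7.24 and listed at 0.01 FPKM. Estrogen receptors and estrogen-responsive genes had a median of -0.03 over 7 genes, inside the central range of the random lists of -0.66 to 0.50, and 3 were lower and none higher by 1.4-fold. Trimmed mean scaling put this median just above 0, while it was -0.37 over the 6 whose name belongs to 1 gene and -0.71 over all 15 above 0.01 FPKM in either library (percentile 0.50), and the mean was -0.33. The largest ratio was that of an estrogen-responsive gene, *GREB1*, at 7.26 and 3.18 FPKM. For the listed *cyp19a1b* the name matching took CYP19A1, the gene of the ovarian aromatase *cyp19a1a*. Its product makes estrogen, yet it is among the 3 lower genes and counts in each of these medians. The 21 markers of granulosa and theca cells, the steroid-producing cells of the follicle, had a median of 0.00 (percentile 60.5), with 5 higher and 7 lower, and one of 0.33 over the 6 at 5 FPKM or more (percentile 97.6).

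These lists were chosen by function and are not the KEGG pathways of the study, whose enrichment was not analysed here. Each direction is that of the labels, under which *sox3* itself goes against the study's RT-qPCR. From the KEGG pathways of its up-regulated and down-regulated genes (Fig. 3E and 3F), the paper proposes that Sox3 regulates ovary development through ovarian steroidogenesis and apoptosis.

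**Figure D2:**
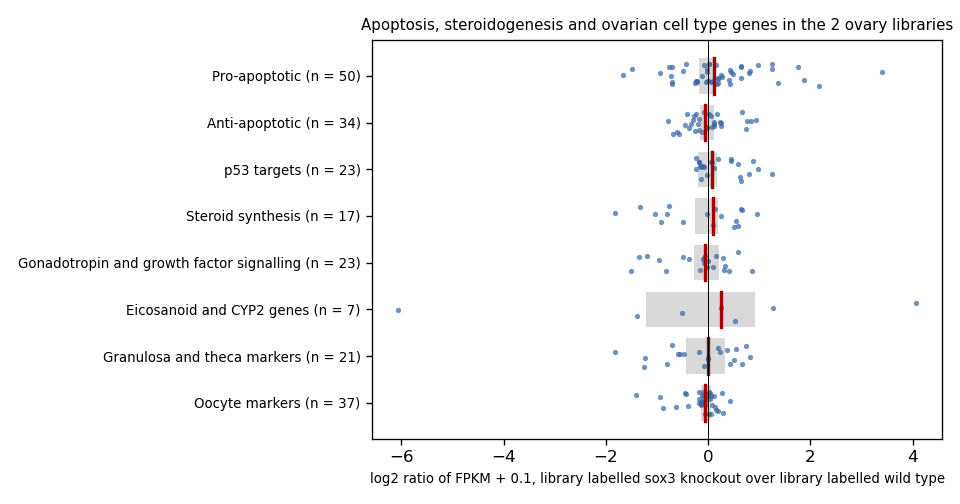
Log2 ratio of FPKM between the ovary library labelled *sox3* knockout and the library labelled wild type (x axis) for each measured member of 8 gene groups (rows). Each point is 1 gene from 1 library per genotype, the red line is the group median, and the grey band holds the central 95% of medians of random lists of the same size and level. The median of the 50 pro-apoptotic genes, 0.13, lies just above its band, where it did not stay at 5 FPKM or more, and that of the 17 steroid synthesis genes, 0.10, inside it.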

**Figure 3:**
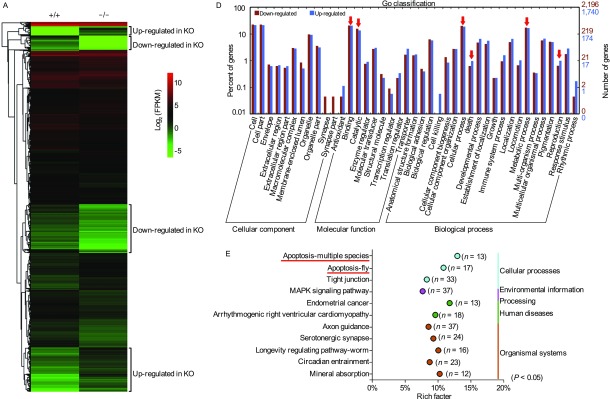

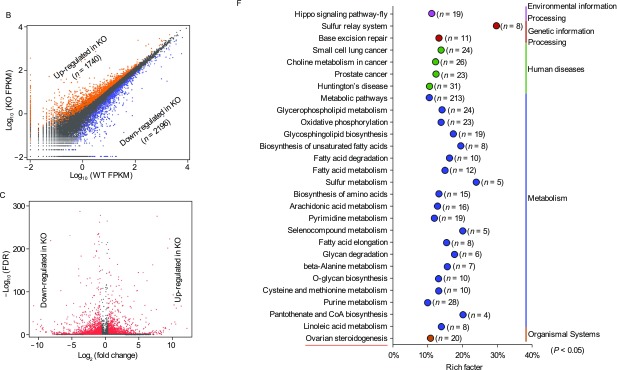
**Transcriptome analysis of adult ovaries from** ***sox3***^**+/+**^ **and** ***sox3***^**−/−**^. (A) Hierarchical clustering indicated the differentially expressed genes (DEGs) and their expression levels in *sox3*^+/+^ and *sox3*^−/−^ ovaries (fold change > 1.4 & FDR < 0.05). Colors indicated relative expression compared to the mean value. The scale bar indicated Log_2_(FPKM). FPKM, fragments per kilo bases per million fragments. (B) Scatter plot chart indicated the DEGs between *sox3*^+/+^ and *sox3*^−/−^ ovaries. Yellow and blue dots represented up-regulated (1,740, 8.44%) and down-regulated (2,196, 10.66%) genes in *sox3*^−/−^ ovaries, while the black dots represented equally expressed genes between *sox3*^+/+^ and *sox3*^−/−^ ovaries. (C) Volcano chart indicated the DEGs between *sox3*^+/+^ and *sox3*^−/−^ ovaries. Red dots represented up-regulated or down-regulated genes, while the black dots represented equally expressed genes between *sox3*^+/+^ and *sox3*^−/−^ ovaries. FDR, false discovery rate. (D) Gene Ontology (GO) analysis of DEGs between *sox3*^+/+^ and *sox3*^−/−^ ovaries. X-axis indicated the catalogs of cellular component, molecular function and biological process. Y-axis on the left indicated the number of genes in a category as a percent of the total number of DEGs and the actual numbers of DEGs are shown on the right. (E) KEGG analysis of up-regulated DEGs. The numbers represented the actual number of DEGs that were classified in a particular pathway. X-axis indicated the percentage of the DEGs in the pathway. (F) KEGG analysis of down-regulated DEGs. The numbers represented the actual number of DEGs that were classified in a particular pathway. X-axis indicated the percentage of the DEGs in the pathway

### Disrupted pathway of 17β-E2 synthesis and up-regulated apoptosis in the *sox3*^−/−^ ovaries

To further explore molecular mechanism of Sox3-regulated apoptosis in ovary, transcriptome and quantitative real-time PCR analysis were then performed. 

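Genes that promote apoptosis and are named in Fig. 4 were mostly higher in the library labelled knockout. *pmaip1* (ENSDARG00000089307), whose BH3-only protein acts on mitochondria, was at 38.34 FPKM in the library labelled wild type and 75.34 FPKM in the library labelled knockout, a ratio of 1.97 that lies at percentile 99.2 among 500 genes of similar level. The mitochondrial membrane protein gene *tspo* (ENSDARG00000026655) had 15.96 and 24.95 FPKM, and *casp8*, the initiator caspase of death receptors, had 7.99 and 14.06 FPKM. The death ligand gene *TNFSF10* was at 2.52 and 6.13 FPKM, and *TP63* at 3.6 and 5.67 FPKM.

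Of the pro-apoptotic names with a match, 6 belong to 1 gene each, and all 6 of these genes were over 1.4-fold higher. Names that 2 genes share also took in genes that were not, among them one BOK gene at 43.2 and 57.99 FPKM, one TRAF4 gene at 8.58 and 5.19 FPKM, and one GADD45B gene at 6.9 and 4.18 FPKM. Which of 2 genes under a name is the paralogue of the figure could not be read from the symbols, and *map3k6* had no match. Genes that oppose apoptosis were higher too. *cflara*, whose protein blocks caspase-8, had 8.82 and 14.91 FPKM, *PIK3R3* had 35.89 and 64.58 FPKM and one HRAS gene had 30.49 and 51.62 FPKM. The second HRAS gene, at 5.93 and 4.45 FPKM, had the opposite direction. The study chose the genes of Fig. 4 on these same libraries, so their shared direction is not independent evidence of it. This direction holds for the labels, under which *sox3* goes against the study's RT-qPCR.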

Pro-apoptotic DEGs were significantly up-regulated in *sox3* knockout ovaries compared to wild type ovaries, such as *casp3a* (caspase 3, apoptosis-related cysteine peptidase a), *pmaip1* (phorbol-12-myristate-13-acetate-induced protein 1) and *tspo* (translocator protein), while a few of anti-apoptotic DEGs were also up-regulated in *sox3* knockout ovaries compared to wild type ovaries (Fig. 4A–C). Western blot analysis showed that cleaved-caspase3 was up-regulated in *sox3* knockout ovaries in comparison with wild type (Fig. 4D). TUNEL analysis further confirmed the up-regulated apoptosis in the *sox3*^−/−^ ovaries. In particular, in follicles of stages III and IV, obvious FITC-labeled signals were detected in somatic cells (theca cells and granulosa cells) of *sox3*^−/−^ ovaries (Fig. 4E). These results indicated that knockout of *sox3* promoted follicle apoptosis in zebrafish ovary.

**Figure 4:**
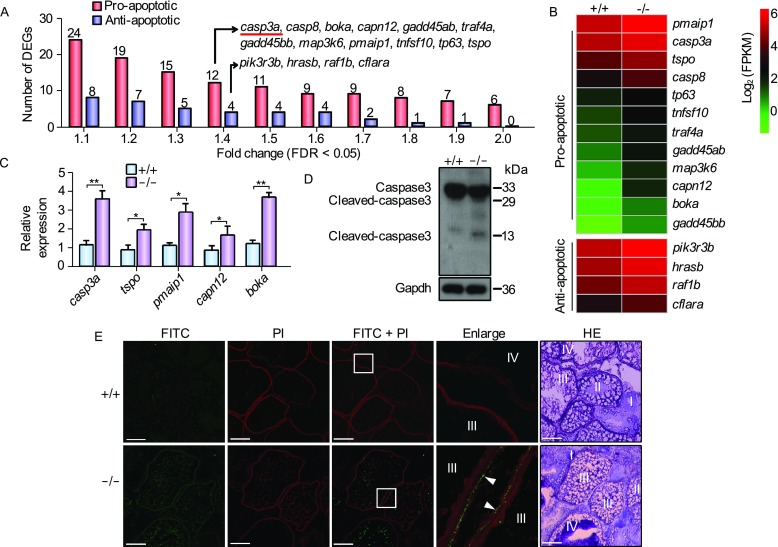
**Up-regulated apoptosis in the** ***sox3***^**−/−**^ **ovaries in comparison with wild type ovaries**. (A) Statistical analysis of the apoptosis-related DEGs (FDR < 0.05) in both *sox3*^+/+^ and *sox3*^−/−^ based on KEGG analysis. Red bars indicated pro-apoptotic genes and blue bars represented anti-apoptotic genes. The genes with fold change of 1.4 were listed. (B) Hierarchical clustering indicated the expression levels of apoptosis-related DEGs between *sox3*^+/+^ and *sox3*^−/−^ ovaries. (C) Quantitative real-time PCR analysis of selected genes to validate the DEGs from RNA-seq data. The transcript levels were related to *β-actin* expression. Relative level, 2^−ΔΔCt^. T-test was performed. *P < 0.05; **P < 0.01. (D) Western blot analysis showed that cleaved-caspase3 were up-regulated in the *sox3*^−/−^ ovaries in comparison with the wild type ovaries. Gapdh was used as an internal control. (E) TUNEL analysis. In follicles of stages III and IV, obvious signals (FITC-labeled, green) were observed in somatic cells (theca cells and granulosa cells) (white arrowheads) of *sox3*^−/−^ ovaries. The nuclei were stained by PI (red). The enlarged images originated from the white squares. The ovaries sections were stained by H.E. and showed on the right. Scale bar: 100 µm

To investigate how depletion of *sox3* influences ovary apoptosis, we analyzed pathways of Cyp19a1a regulation. Because Cyp19a1a can promote 17β-E2 synthesis (Miller, 2017), we examined possible association of *cyp19a1a* expression with 17β-E2 production in ovary. Synthesis level of 17β-E2 were indeed decreased in ovaries, while expression level of *cyp19a1a* in ovaries were significantly down-regulated in two knockout lines in comparison with wild type (Fig. 5A–D). 

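The aromatase gene *cyp19a1a*, whose product makes 17β-E2 from androgens, stands under the symbol CYP19A1 (ENSDARG00000041348) and was at 2.04 FPKM in the library labelled wild type and 1.12 FPKM in the library labelled knockout. The log2 ratio of -0.81 lies at percentile 21.2 among 500 genes of similar level, so that many genes of so low a level had a lower ratio. Among genes chosen after their values were seen, another enzyme of estradiol synthesis, *hsd17b1*, which reduces estrone to 17β-E2, was at 4.72 and 2.46 FPKM. A gene of an earlier step, *hsd3b2*, had the opposite direction, at 51.65 and 77.18 FPKM. One gene under FOXL2 (ENSDARG00000068417), a transcription factor of granulosa cells, was at 3.61 and 1.47 FPKM, and the other (ENSDARG00000042180) at 0.73 and 0.51 FPKM. The direction is that of the labels, under which *sox3* goes against the study's RT-qPCR. There is no replicate check, and which mutant line the library labelled knockout came from is not named in the labels or the methods. The RT-qPCR and the 17β-E2 measurements of Fig. 5B to 5D were not analysed here.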

Immunofluorescence analysis further showed that both Sox3 and Cyp19a1a proteins had a similar expression pattern in somatic cells (theca cells and granulosa cells) in ovary (Fig. 5E and 5F). To further confirm regulation relationship between 17β-E2 and apoptosis, we treated CHO cells with 17β-E2 and then added etoposide to test apoptosis level. Addition of 17β-E2 significantly inhibited apoptosis level in etoposide-induced CHO cells (Fig. 5G and 5H). These results suggested that Sox3 up-regulated *cyp19a1a* expression, which promoted 17β-E2 synthesis, thus inhibited apoptosis in ovary development.

**Figure 5:**
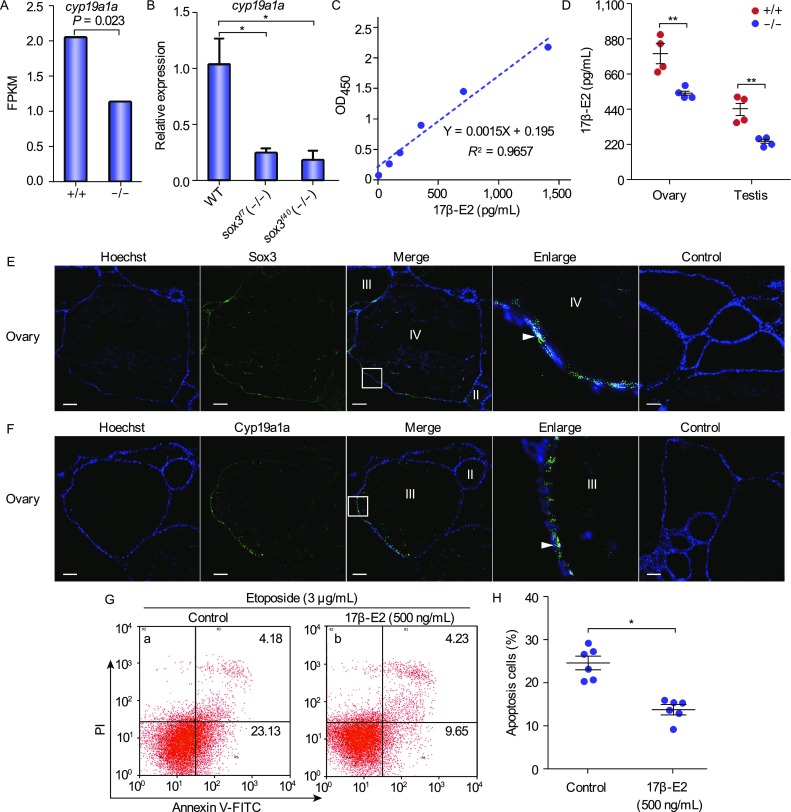
**Disrupted pathway of 17β-E2 synthesis and up-regulated apoptosis in the** ***sox3***^**−/−**^ **ovaries**. (A) The expression levels of *cyp19a1a* in both *sox3*^+/+^ and *sox3*^−/−^ ovaries based on RNA-seq data. (B) Quantitative real-time PCR analysis of *cyp19a1a* expression levels in both *sox3*^+/+^ and *sox3*^−/−^ ovaries. The transcript levels were related to *β-actin* expression. Relative level, 2^−ΔΔCt^. T-test was performed. *P < 0.05. (C) The standard curve of 17β-E2 concentration at OD_450_. (D) Down-regulated 17β-E2 in *sox3*^−/−^ gonads in comparison with the wild type gonads. Data represented means ± SEM. T-test was performed. *P < 0.05; **P < 0.01. (E) Immunofluorescence analysis of Sox3 protein in adult ovary. Anti-Sox3 and FITC-conjugated goat anti-rabbit IgG (H + L) antibodies were used to detect Sox3 (green). The nuclei were stained by Hoechst (blue). Preimmune serum was used as a negative control. The white square area in the inset was enlarged and showed on the right. Sox3 positive signals were observed in somatic cells (theca cells and granulosa cells) (white arrowheads) in ovary. Scale bar, 50 μm. (F) Immunofluorescence analysis of Cyp19a1a protein in adult ovary. Anti-Cyp19a1a and FITC-conjugated goat anti-rabbit IgG (H + L) antibodies were used to detect Cyp19a1a (green). The nuclei were stained by Hoechst (blue). Preimmune serum was used as a negative control. The white square area in the inset was enlarged and showed on the right. Cyp19a1a positive signals were observed in somatic cells (theca cells and granulosa cells) (white arrowheads) in ovary. Scale bar, 50 μm. (G) Assessment of apoptosis using Annexin V-FITC/PI and flow cytometry. CHO cells were treated with 17β-E2 (500 ng/mL) or DMEM (control) for 36 h, and then treated with etoposide (3 μg/mL) for 12 h and assayed by flow cytometry. Viable cells exhibited Annexin V-/PI- (symbol 3 in the plot); early apoptotic cells exhibited Annexin V+/PI-(symbol 4 in the plot); late apoptotic cells exhibited Annexin V+/PI+ (symbol 1 in the plot); necrotic cells and some late apoptotic cells exhibited Annexin V-/PI+ (symbol 2 in the plot). (H) Percentages of both early and late apoptotic cells based on the apoptosis assessment by flow cytometry and Annexin V/PI in (G). T-test was performed. *P < 0.05

### Sox3 binds to and activates *cyp19a1a* promoter in zebrafish

To examine the role of Sox3 in regulating *cyp19a1a* expression in zebrafish, a series of deletions of the *cyp19a1a* promoter were used to identify possible binding sites of Sox3. Three Sox3 binding sites (a, b and c) were detected with a consensus motif according to JASPAR database (Fig. 6A and 6B). To identify the exact binding sites, luciferase activities in a series of deletions were examined. The results showed that the sequence from −257 to −220 bp in the 5′ flanking region was key for *cyp19a1a* transcriptional activity, which harbored two Sox3 binding sites (b and c) (Fig. 6A and 6B). To identify the roles of these sites, site-directed mutants were constructed using wild-type pGL3-cyp19a1a-2 plasmid as the template. Compared with the wild-type pGL3-cyp19a1a-2 construct, a single mutant showed an obvious decrease in promoter activity, and the activity was obviously deprived in double mutants (Fig. 6C and 6D). Furthermore, Sox3 transfection can up-regulate the pGL3-cyp19a1a-2-driven luciferase activity, whereas Sox3 had no effect on the promoter activities of the single or double sites mutation-driven luciferase activity, suggesting that Sox3 can bind to both sites in the *cyp19a1a* promoter and activate the promoter activity (Fig. 6E). Chromatin immunoprecipitation analysis was further performed to investigate whether Sox3 binds to the *cyp19a1a* promoter *in vivo*. A 382 bp DNA region from anti-Sox3 antibody precipitates was amplified in ovary, which was confirmed by sequencing. Another distinct genomic region (exon 4) was used as a control to exclude the possibility of nonspecific binding to the *cyp19a1a* promoter region. In the control, no band from the anti-Sox3 antibody precipitates was observed (Fig. 6F and 6G). These results suggested that Sox3 can bind to both sites (b and c) in the *cyp19a1a* promoter and activate the promoter activity in the zebrafish ovary.

**Figure 6:**
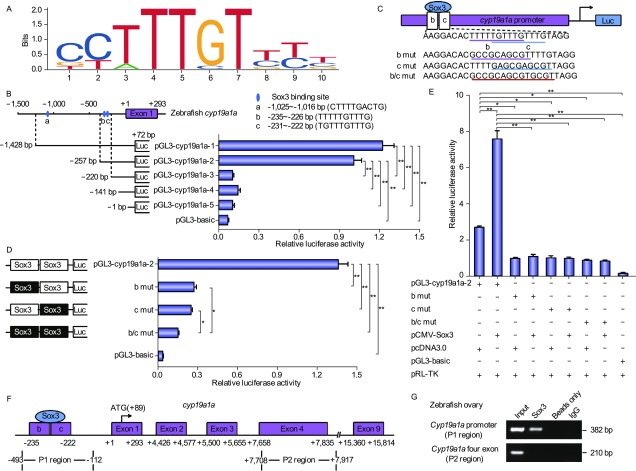
**Activity analysis of** ***cyp19a1a*** **promoter**. (A) Sequence logo of Sox3 binding site based on JASPAR database. (B) Luciferase assay showed the activities of a series of deleted constructs in HEK293T cells, which corresponded to three *sox3* binding sites (a, b and c). Left panel showed each deleted mutant linked with the luciferase gene in the pGL3-basic vector. Right panel indicated the relative activities of these deleted constructs, as determined by luciferase assays. One-way ANOVA was performed. *P < 0.05; **P < 0.01. (C) The DNA sequences of mutants (b, c and b/c) and wild type *cyp19a1a*. (D) Point mutation analysis of the core promoter using luciferase assays. The 329 bp pGL3-cyp19a1a-2 construct was used as a basic construct for the point mutation analysis. Luciferase assays were used to determine the relative activities. The intact binding sites of the Sox3 were indicated by open boxes, respectively. The filled boxes showed corresponding mutation. The pGL3-basic vector was used as a negative control. The data were based on the luciferase activity of pGL3-cyp19a1a-2. The means ± SD are from 3 independent experiments. One-way ANOVA was performed. *P < 0.05; **P < 0.01. (E) Overexpression of Sox3 up-regulated *cyp19a1a* promoter activity. HEK293T cells were transfected with 0.32 μg pGL3-cyp19a1a-2 or its several mutants (b, c and b/c) and 0.08 μg Sox3 expression plasmid (pCMV-Sox3), together with 10 ng pRL-TK, as indicated. One-way ANOVA was performed. *P < 0.05; **P < 0.01. (F) Schematic diagram of primer relative positions in the ChIP assay. (G) Chromatin immunoprecipitation analysis showed that Sox3 can bind to the *cyp19a1a* promoter *in vivo*. Sonicated chromatin from zebrafish ovaries were immunoprecipitated with anti-Sox3, no antibody (beads only) and preimmune IgG (control). A 382 bp fragment corresponding to the −493 to −112 region of the *cyp19a1a* promoter was amplified using the immunoprecipitated DNA as a template. Exon 4 of *cyp19a1a* was used as a negative control

## Discussion

Folliculogenesis is an important event for production of functional eggs in vertebrates, which could rely on the balance between pro-apoptosis and anti-apoptosis. However, the regulatory mechanisms underlying folliculogenesis via apoptosis remain elusive. In the present study, we provided a molecular mechanism of apoptosis-regulated follicle development in zebrafish. We revealed the Sox3 as a regulator of Cyp19a1a expression, which can inhibit ovarian apoptosis via 17β-E2 to ensure dominant follicle development. Sox3 knockout can disrupt the regulatory pathway, lead to apoptosis of granulosa cells and theca cells in ovary, thus retardation of follicle development and a reduced fecundity in females. These findings have potential implications in improving female fecundity through the apoptosis suppression pathway.

We have demonstrated that *sox3* is required for follicle development and fecundity in zebrafish. Excess follicular atresia and severely reduced fertility in the *sox3* KO mice were observed (Weiss et al., 2003; Rizzoti et al., 2004), which might be caused by apoptosis. Here, we determined the molecular connection between apoptosis and follicle development retardation by the Sox3-Cyp19a1a. In addition to gonad development, Sox3 was associated with X-linked mental retardation, growth hormone deficiency and X-linked panhypopituitarism in humans (Laumonnier et al., 2002; Bauters et al., 2014; Jelsig et al., 2018), and was required for the functions of pituitary and formation of midline structures in central nervous system in mice (Rizzoti et al., 2004). Knockdown of Sox3 resulted in a reduction in the size of the CNS, ears and eyes and inhibition of neurogenesis (Dee et al., 2008), while both Sox3 and Sox2 regulated otic/epibranchial placode induction and inner ear development in zebrafish (Gou et al., 2018a; Gou et al., 2018b). Besides, a decreased viability phenotype in the *sox3* knockout zebrafish was observed in our study, which is similar to that in the *sox3* knockout mice (~43% death before weaning) (Rizzoti et al., 2004). Thus, Sox3 has dual functions in development of both gonad and brain.

Sox3, as a member of SOXB1 family, had a DNA-binding domain and a transactivation domain. The transactivation domain is essential for transcriptional activation of *sox3*, while the DNA-binding domain is for targeting of its downstream genes. Both *sox3*^*f7*^ and *sox3*^*f40*^ mutants had loss of function of Sox3 in zebrafish, as deletion of transactivation domain. Deletions of either of these two domains led to the loss-of-function of *sox3* for oncogenic transformation in chicken embryo fibroblasts (Xia et al., 2000). Similarly, the full-length of *sox3* could rescue the morphological defect caused by the knockdown of *sox2*/*3*/*19a*/*19b*, whereas loss of the transactivation domain led to loss-of-function of Sox3 in zebrafish embryos (Okuda et al., 2010). In the present study, we observed that the truncated Sox3^f7^ and Sox3^f40^ without the transactivation domain probably have no dominant negative roles to occupy competitively DNA binding sites for other Sox family proteins, owe to transcript destabilization and degradation in *sox3*^*f7*^ and *sox3*^*f40*^ mutants. A similar knockout strategy was also used in *irf6* (Li et al., 2017) and *hemogen* (Peters et al., 2018) knockout zebrafish, which showed transcripts destabilization and degradation of truncated Irf6 and Hemogen by NMD, and significantly decreased protein production. Therefore, if a few truncated transcripts were translated, the proteins might have been rapidly degraded (Chen et al., 2016; Facchinello et al., 2017). However, it cannot exclude a weak dominant-negative effect on other target genes, as Sox18 missing part of the transactivation domain may act in a dominant-negative manner (Pennisi et al., 2000a; Pennisi et al., 2000b).

Importantly, we revealed that Sox3 acts as an apoptosis suppressor in ovary development. Transcriptome analysis showed that the apoptosis signaling pathway was significantly up-regulated in *sox3*^−/−^ ovaries in comparison with wild type ovaries. Specifically, Cleaved-caspase3 was up-regulated in *sox3* knockout ovaries compared to wild type ovaries. Notably, obvious apoptosis signals were detected in both theca cells and granulosa cells of stages III and IV follicles of *sox3*^−/−^ ovaries. Thus, Sox3 can suppress apoptosis of somatic theca cells and granulosa cells in ovary. Because of the apoptosis, reduced nutrients from the somatic cells for oocyte development lead to follicle development retardation, thus fecundity decrease. Apoptosis was also up-regulated in early stage of embryo in *sox3* knockdown zebrafish (Dee et al., 2008) and overexpression of Sox3 inhibited apoptosis in epithelial ovarian cancer cell (Yan et al., 2016). In women, a high percentage of apoptosis in granulosa cells resulted in decreased ovarian fecundity (Sadraie et al., 2000) and pregnancy rate (Sifer et al., 2002). Hence, up-regulation of apoptosis of somatic cells can affect ovary function. In addition, balance between pro-apoptosis and anti-apoptosis is important for pathological and physiological processes. As a suppressor, Sox3 can balance the apoptotic level in ovary development, thus ensure normal fecundity in females.

Sox3 functions as a regulator of Cyp19a1a expression, via 17β-E2 linking apoptosis suppression, which is implicated in improving female fecundity. Sox3 can bind to the promoter of *cyp19a1a* and up-regulate Cyp19a1a expression in zebrafish ovary. The similar Sox3 binding site at intron 1 and activation of ovary-type *cyp19a* gene were also observed in frog (*Rana rugosa*) (Oshima et al., 2009). As a cytochrome P450 aromatase, Cyp19a1a can promote estrogen synthesis via two pathways, conversion of androstenedione to estrone, and conversion of testosterone to 17β-E2 (Nagahama, 1997). Knockout of *cyp19a1a* led to all-male offspring due to failed ovarian differentiation and the phenotype can be rescued by 17β-E2 treatment, indicating that Cyp19a1a-17β-E2 were necessary for female follicle development (Dranow et al., 2016; Lau et al., 2016; Yin et al., 2017). Thus, we determined Sox3 as the upstream regulator of Cyp19a1a-17β-E2 in ovary function. Juvenile gonads of zebrafish are bipotential between 22–28 dpf post fertilization. Cyp19a1a promotes ovary development by up-regulation of 17β-E2 synthesis in wild type. In the absence of *sox3*, the expression level of *cyp19a1a* is down-regulated, which results in a decrease of 17β-E2, thus leads to somatic cell apoptosis in follicles, mostly at early-vitellogenic stage (III) and late-vitellogenic stage (IV), and a reduced fecundity (Fig. 7A and 7B). 17β-E2 can inhibit apoptosis of granulosa cells and theca cells, probably by Fas ligand (FasL)-induced pathway (Quirk et al., 2006; Regan et al., 2018). In addition, 17β-E2 can also promote DNA synthesis in ovarian germ cells and act direct on oogonial proliferation (Miura et al., 2007). It seems that 17β-E2 has distinct roles in different cell types in ovary development. Aromatase inhibitor (fadrozole) can also cause sex-reversal from genetic female larvae to phenotypic males in Japanese flounder (Kitano et al., 2000), Nile tilapia (Kobayashi et al., 2003) and zebrafish (Uchida et al., 2004), and exposure to 17β-E2 during embryo-larvae-juvenile-life stage led to an increase proportion of females in zebrafish (Brion et al., 2004). These data support that 17β-E2 can promote ovary differentiation. In addition, FTZ-F1/SF-1 in medaka (*Oryzias latipes*) (Watanabe et al., 1999) and bovine (Michael et al., 1995), and Foxl2 in Nile tilapia (*Oreochromis niloticus*) (Wang et al., 2007a) and goat (Pannetier et al., 2006) can also up-regulate the transcription of ovary-type *cyp19a1*, whereas Dmrt1 can suppress *cyp19a1a* expression in Nile tilapia (Wang et al., 2010). Further, ovary- or brain-specific transcription factors of *cyp19a1a*/*cyp19a1b* genes remain to be identified.

**Figure 7:**
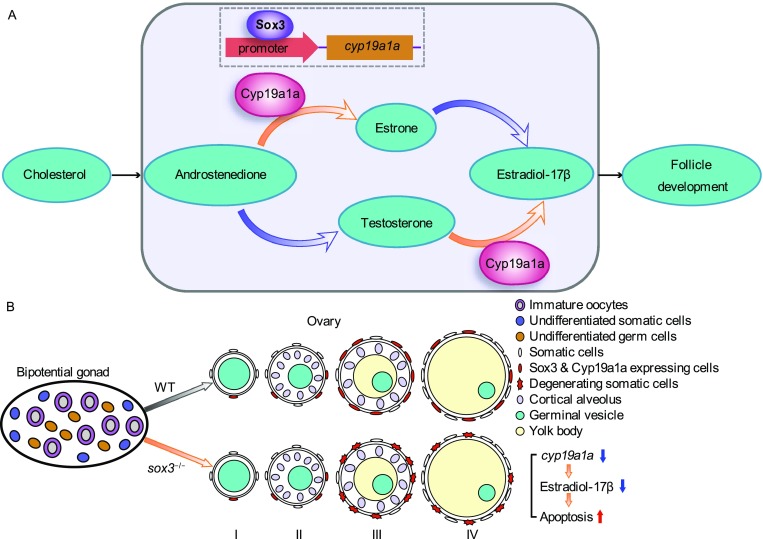
**A work model for Sox3-Cyp19a1a in ovary development in zebrafish**. (A) The pathway of 17β-E2 synthesis in ovary. Sox3 binds to the promoter of *cyp19a1a* and up-regulates the cyp19a1a expression, which promotes 17β-E2 synthesis via the two pathways, one is that androstenedione is converted to estrone and another is that testosterone is converted to 17β-E2. (B) Wild-type juvenile gonads are bipotential between 22–28 dpf post fertilization. Cyp19a1a promotes ovary development by up-regulation of 17β-E2 synthesis in wild type. In the absence of Sox3, the expression level of *cyp19a1a* is down-regulated, which results in a decrease of 17β-E2, thus leads to somatic cell apoptosis in follicles, mostly at early-vitellogenic stage (III) and late-vitellogenic stage (IV), and a reduced fecundity

## Materials and methods

### Zebrafish maintenance

Wild-type AB strain zebrafish (*Danio rerio*) were purchased from Institute of Hydrobiology of Chinese Academy of Sciences (Wuhan, China). Zebrafish strains were maintained and raised in recirculation systems at 28.5 °C under a cycle of 14 h: 10 h light/dark. All animal experiments and methods were performed in accordance with the relevant approved guidelines and regulations, as well as under the approval of the Ethics Committee of Wuhan University.

### Generation of *sox3* mutant lines and genotyping

The pGH-T7-zCas9 plasmid was linearized by X*ba*I and used as a template for *in vitro* transcription using the mMessage mMachine T7 Ultra Kit (Ambion AM1345, Austin, TX, USA). *Sox3* guide RNA (gRNA) was synthesized using a protocol according to previously described methods (Liu et al., 2014a). The oligonucleotides were synthesized by TsingKe Biotechnology (Wuhan, China) (Oligo-F: 5′ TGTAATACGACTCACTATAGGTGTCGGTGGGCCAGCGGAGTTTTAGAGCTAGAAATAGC 3′; Oligo-R: 5′ AGCACCGACTCGGTGCCACT 3′). T7 promoter sequence was added to the 5′- upstream of the oligo-F. PCR amplification using the primers and gRNA scaffold plasmid was performed to generate template for the *sox3* gRNA synthesis. The gRNA was *in vitro* transcribed using the T7 RNA Polymerase Systems (Thermo Fisher Scientific, Grand Island, NY, USA). The transcribed Cas9 mRNA and gRNA were further purified by RNeasy Mini Kit (Qiagen 74104, Germany). Embryos were collected by pair mating, maintained in Hank’s medium. Cas9 mRNA (300 ng/μL) and gRNA (20 ng/μL) were mixed and microinjected into wild-type embryos at one-cell stage using a microinjector (PV820, WPI, USA). Injected embryos were collected after 48 h for isolation of genomic DNA using NaOH-based extraction method. The target region was amplified by PCR and indel mutations were verified by sequencing. To identify germline-transmitted mutations, the injected founder embryos (F_0_) were raised to adulthood and then crossed with wild-types to generate heterozygous embryos (F_1_). Genotyping was performed by PCR amplification of target sites using caudal fin DNA and sequencing. The same indel mutants of F_1_ were intercrossed to generate homozygous embryos (F_2_). Two independent *sox3* mutant lines were established.

### Antibodies

Primary antibodies: Anti-Sox3 (GeneTex, GTX132494) was purchased from GeneTex, Irvine, California, USA. Anti-caspase3 (H-277) was from ZSGB-BIO, Beijing, China. Anti-Gapdh (glyceraldehyde-3-phosphate dehydrogenase, CW0100) was purchased from CWBIO, Beijing, China. Anti-Cyp19a1 (A12684) was from ABclonal, Wuhan, China.

Secondary antibodies: goat anti-rabbit IgG (H + L), horseradish peroxidase (HRP) conjugated antibody (31460) and goat anti-mouse IgG (H + L), HRP conjugated antibody (31430) were purchased from Invitrogen, Carlsbad, USA. FITC-conjugated immunopure goat anti-rabbit IgG (H + L) (ZF-0311) was from Feiyi Technology, Wuhan, China.

### Plasmid constructs

Full-length *sox3* (NM_001001811.2) was cloned into pcDNA3.0 using E*coR*I and X*ho*I to generate pCMV-Sox3. Five deletion fragments of the zebrafish *cyp19a1a* promoter were amplified from zebrafish genomic DNA, which were double-digested with S*ac*I and B*gl*II and cloned into the pGL3-basic vector (E1751, Promega, Madison, WI, USA). The primers and PCR conditions are described in Table S1. Site-directed mutagenesis for the two Sox3 binding sites (b and c) were performed using the primers described in Table S1. *cyp19a1a* (b^mut^) was used as the template for constructing both *cyp19a1a* (b^mut^) and *cyp19a1a* (c^mut^) mutants. All constructs were sequenced.

### RNA isolation and quantitative real-time PCR

Total RNAs of zebrafish tissues were isolated using the TRIzol Reagent (15596-026, Thermo Fisher) and then were treated with RNase-free DNase (M610A, Promega, Madison, WI, USA). The total RNAs were reverse-transcribed to complementary DNAs (cDNAs) using MMLV (M1701, Promega). SYBR Green qPCR Mix (D01010, GeneCopoeia, Rockville, MD, USA) was used for quantitative real-time PCR amplification in a StepOne real-time PCR system (Applied Biosystems, USA). The primers and PCR conditions are listed in Table S1.

### Immunofluorescence analysis

Immunofluorescence analysis was performed according to our previous study (Hou et al., 2012). Zebrafish ovaries were embedded into OCT medium (4583, Sakura Tissue-Tek, Torrance, CA, USA) and frozen at −20 °C, and then cut into a series of 6~7 μm sections using a cryostat (CM1850, Leica, Bensheim, Germany). The sections were fixed with 4% paraformaldehyde (PFA) for 20 min at room temperature and permeabilized with 1% Triton X-100 (9002-93-1, Sigma-Aldrich, USA) in PBS for 10 min and then blocked in 5% bovine serum albumin (BSA)/PBS for 30 min at room temperature. The sections were incubated with anti-Sox3 or anti-Cyp19a1 polyclonal antibody in 5% BSA/PBS overnight at 4 °C. After washing 3 times with PBS, the sections were incubated with FITC-conjugated immunopure goat anti-rabbit IgG for 1 h at room temperature. The nuclei were stained by Hoechst. Images were captured by a confocal fluorescence microscope (FV1000, Olympus, Tokyo, Japan).

### Western blot analysis

Western blots were performed according to our previous protocols (Yuan et al., 2015). Protein extracts from zebrafish ovaries were separated in 12% SDS-polyacrylamide gels and then transferred onto 0.45 μm PVDF membranes (NK0414, Roche Diagnostics, Indianapolis, IN, USA). The membranes were then blocked with 5% non-fat dried milk in TBST (20 mmol/L Tris-HCl, pH 7.5, 150 mmol/L NaCl, 0.1% Tween-20) for 1 h at room temperature. The primary antibodies were incubated with the membranes overnight at 4 °C. The membranes were washed in TBST 4–5 times, incubated with the HRP-conjugated secondary antibody for 1 h at room temperature and then washed in TBST 4–5 times. A super signal chemiluminescent substrate system (K-12045-D50, advansta, Menlo Park, USA) was used to detect the signals.

### Cell culture, transfection and dual-luciferase reporter assays

HEK293T and CHO cells were cultured in high glucose Dulbecco’s modified Eagle’s medium (DMEM) (SH30022.01B, HyClone, Logan, USA) with 10% fetal bovine serum (FBS) (P30-330250, PAN-Biotech, Aidenbach, Germany) in 12/48-well plates and Lipofectamine^TM^ 2000 (11668027, Invitrogen) was used for transfection according to the routine protocol. For luciferase assays, cells per well was transfected with 0.4 μg recombinant constructs and 10 ng pRL-TK (E2241, Promega). Then luciferase activities were measured by a dual-luciferase reporter assay system (Promega, Madison, WI, USA) and a Modulus Single Tube Multimode Reader (Turner Biosystems, Sunnyvale, CA, USA) according to the manufacturer’s protocol. The experiments were repeated at least 3 times, and the results were expressed as the means ± SD.

### Chromatin immunoprecipitation (ChIP)

Chromatin immunoprecipitation was performed according to our previous study (Fu et al., 2015). Zebrafish ovaries were cut into small pieces in PBS and a final concentration of 1% formaldehyde-PBS was used for crosslinking for 20 min at room temperature. Glycine was added to terminate crosslinking in a final concentration of 0.125 mol/L. Then the supernatant chromatin was immunoprecipitated with anti-Sox3, no antibody (beads only) or preimmune IgG together with protein G PLUS-agarose (Sc-2002, Santa Cruz, USA). The DNA isolated from the immunoprecipitated complex was amplified by PCR using primers flanking the Sox3 binding region (−493 to −112 bp) and control region (7,708 to 7,917 bp) (Table S1). The PCR products were cloned into T-easy vector (A137A, Promega, Madison, USA) and sequenced.

### Histological and TUNEL assays

Zebrafish ovaries were embedded into OCT medium (4583, Sakura Tissue-Tek) and frozen at −20 °C, and then cut into a series of 6–7 μm sections with a cryostat (CM1850, Leica). The sections were stained by haematoxylin and eosin (H.E.), and images were captured using a Leica microsystems (Leica). For TUNEL (terminal deoxynucleotidyl transferase-mediated dUTP-biotin nick end labeling) assays, TUNEL Apoptosis Assay Kit-FITC (AT005, Qihaifutai, Shanghai, China) was used according to the manufacturer’s protocol. The sections were fixed with 4% paraformaldehyde for 20 min at room temperature and permeabilized with 20 μg/mL proteinase K (P2308, Sigma-Aldrich) for 10 min at room temperature, and then the sections were incubated with the TdT mix containing FITC-dUTP for 1 h at 37 °C. The nuclei were stained by propidium iodide (PI) for 2 min. Images were captured by a confocal fluorescence microscope (FV1000, Olympus).

### Flow cytometry

For apoptosis assays, Annexin V-FITC/PI Apoptosis Kit (WLA001, Wanleibio, Shenyang, China) was used according to the manufacturer’s protocol. CHO cells were treated with 17β-E2 (500 ng/mL, E2758, Sigma-Aldrich) or DMEM (control) for 36 h, and then treated with etoposide (3 μg/mL) for 12 h and assayed by flow cytometry (CyAn ADP, Beckman Coulter, Brea, USA). The data were analyzed according to Summit 4.3 Software (Beckman Coulter).

### Enzyme-linked immunosorbent assay (ELISA)

Zebrafish ovaries and testes were cut into small pieces in cold PBS and sonication was performed using a sonicator (Sonics & Materials Inc., Newtown, USA). The homogenates were centrifuged at 3000 ×*g* for 15 min and the supernatant was used to test 17β-estradiol according to the manufacturer’s protocol (17β-E2 ELISA Kit, ml0386133, MLBIO, Shanghai, China). Concentration of 17β-E2 was determined based on standard curve of 17β-E2 (0, 87.5, 175, 350, 700, 1,400 pg/mL) at OD_450_. The optical density (OD) was read at 450 nm using a microplate reader (SpectraMax M2, Molecular Devices, USA). Data (means ± SEM) was analyzed by T-test.

### Transcriptome sequencing and analysis

Total RNAs of ovaries were extracted from each genotype (*sox3*^+/+^ or *sox3*^−/−^) of three adult individuals. The mRNA was enriched using Oligo (dT) and then broken up for cDNA library construct according to the manufacturer’s protocol. Then the cDNA library was sequenced using BGISEQ-500 platform. To determine gene expression levels, RNA-seq clean reads from *sox3*^+/+^ or *sox3*^−/−^ ovaries were mapped to the reference genome by HISAT (Kim et al., 2015) and mapped to the reference genes by Bowtie2 (Langmead et al., 2009). Fragments per kilo bases per million fragments (FPKM) values were calculated for each gene by RSEM (Li and Dewey, 2011). Differentially expressed genes (DEGs) were defined with fold change (FC) > 1.4 and false discovery rate (FDR) < 0.05. The Gene Ontology (GO) of the DEGs was analyzed by the WEGO online tool (Ye et al., 2006). For the Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis, the DEGs were implemented to map KEGG public database according to a previous study (Kanehisa et al., 2008).

### Statistical analysis

All data were presented as means ± standard error of mean from at least three independent experiments. Statistical comparisons were made using Student’s* t*-test when comparing two groups. One-way ANOVA was performed for comparisons with more than two groups. Statistics analysis was performed using GraphPad Prism 6 software package (GraphPad Software, La Jolla, USA). In all analysis, *P* < 0.05 was considered to be statistically significant.

### Data availability

Strains are available upon request. Transcriptome data were deposited in the GEO database (accession no. GSE115806). Supplemental information including materials and methods, four figures and four tables can be found in supplementary file. All primers used in this study are listed in Table S1.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary material 1

# Supplementary material for: Loss-of-function of sox3 causes follicle development retardation and reduces fecundity in zebrafish
**Source:** Protein Cell. 2018 Dec 26;10(5):347–64. doi: 10.1007/s13238-018-0603-y
**Supplement:** Supplementary file 1 — Supplementary material 1

Loss-of-function of *sox3* causes follicle development retardation and reduces fecundity in zebrafish

Running title: Follicle development retardation in *sox3* KO zebrafish

Qiang Hong¹, Cong Li¹, Ruhong Ying, Heming Lin, Jingqiu Li, Yu Zhao, Hanhua Cheng*, Rongjia Zhou*

¹, Co-first authors: Qiang Hong and Cong Li

SUPPLEMENTAL MATERIALS AND METHODS

p5xGal4-CMV-luc (Addgene plasmid # 46322) (Kowalska et al., 2012) was purchased from Addgene (Cambridge, MA, USA). Full-length Sox3, Sox3^{f7}, Sox3^{f40}, Sox3-N and Sox3-C were cloned into pGBKT7 (Clontech, USA) using *EcoRI* and *BamHI* to generate pGal4-Sox3, pGal4-Sox3^{f7}, pGal4-Sox3^{f40}, pGal4-Sox3-N, pGal4-Sox3-C, and then were cloned into pCMV-Tag2B (Stratagene, USA) using *BamHI* and *SalI* to generate Gal4-Sox3, Gal4-Sox3^{f7}, Gal4-Sox3^{f40}, Gal4-Sox3-N, Gal4-Sox3-C and Gal4. The primers and PCR conditions are described in Table S1. All constructs were sequenced. For luciferase assays, cells per well was transfected with 0.4 µg recombinant constructs and 10 ng pRL-TK (E2241, Promega). Then luciferase activities were measured by a dual-luciferase reporter assay system (Promega, Madison, WI, USA) and a Modulus Single Tube Multimode Reader (Turner Biosystems, Sunnyvale, CA, USA) according to the manufacturer's protocol. The experiments were repeated at least 3 times, and the results were expressed as the means ± SD.

REFERENCE

Kowalska E, Ripperger JA, Muheim C, Maier B, Kurihara Y, Fox AH, Kramer A, Brown SA (2012) Distinct roles of DBHS family members in the circadian transcriptional feedback loop. *Mol Cell Biol* 32: 4585-4594

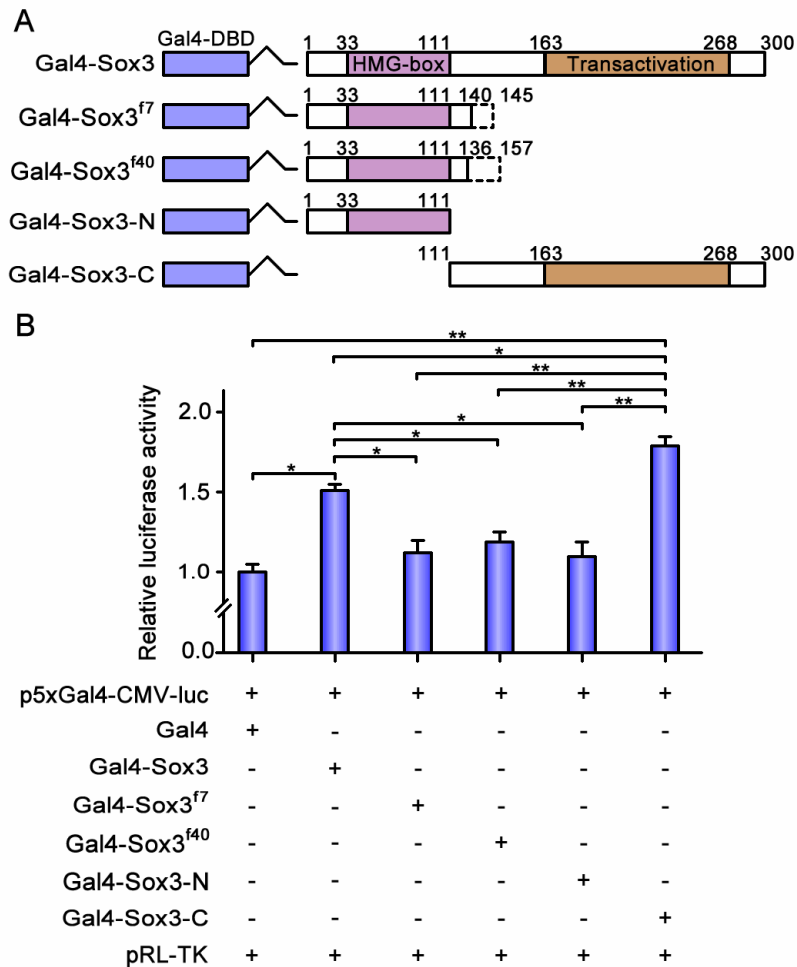

Figure S1. Sox3 domain analysis.

(A) A schematic diagram of wild type and deletion constructs of zebrafish Sox3. The conserved domains (HMG-box and transactivation domain) are indicated in wild type Sox3. The DNA binding domain (amino acids 1–147) of Gal4 was fused to amino acids 1–300 of Sox3 in Gal4-Sox3, to aa 1–145 of Sox3^{f7} in Gal4-Sox3^{f7}, to aa 1–157 of Sox3^{f40} in Gal4-Sox3^{f40}, to aa 1–111 of Sox3 in Gal4-Sox3-N, and to aa 111–300 of Sox3 in Gal4-Sox3-C, respectively. (B) HEK293T cells were transfected with 0.2 µg p5xGal4-CMV-luc (Addgene plasmid # 46322) and 0.2 µg Sox3 expression plasmid (Gal4-Sox3) or its several constructs (Gal4, Gal4-Sox3^{f7}, Gal4-Sox3^{f40}, Gal4-Sox3-N and Gal4-Sox3-C), together with 10 ng pRL-TK, as indicated. One-way ANOVA was performed. *, $p < 0.05$; **, $p < 0.01$.

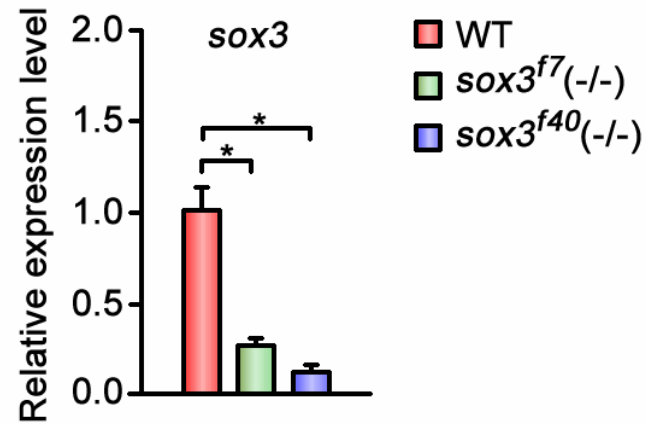

Figure S2. The expression of *sox3* in *sox3* knockout ovaries and wild type ovaries.

Quantitative real-time PCR was used to analyze the expression of *sox3* gene in *sox3* knockout ovaries and wild type ovaries. The transcript levels were related to β -actin expression. Relative level, $2^{-\Delta\Delta C_t}$. T-test was performed. *, $p < 0.05$.

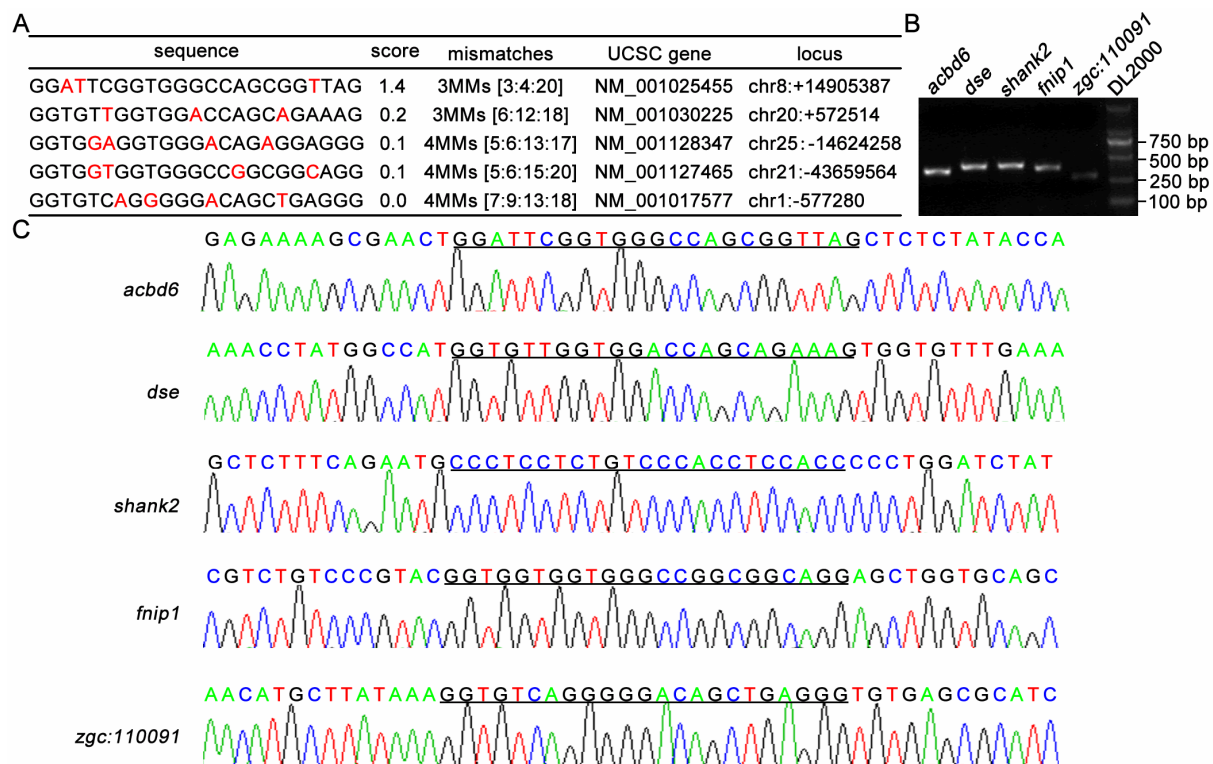

Figure S3. Off-target analysis.

(A) The predicted off-target sites was aligned with zebrafish genome. (B) PCR amplification of predicted off-target sequences. The caudal fins of homozygotes were collected for genomic DNA extraction and PCR amplification was performed. (C) The PCR products were sequenced. The off-target sites were underlined in black.

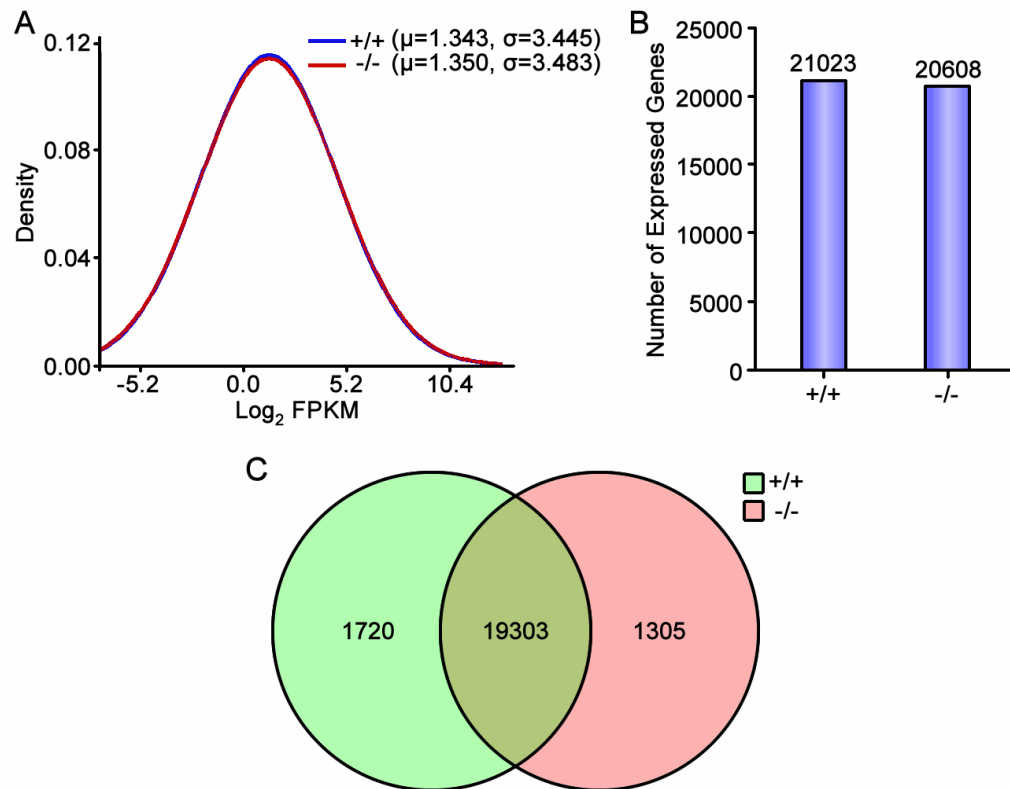

Figure S4. Transcriptome data.

Numbers of expressed genes in the ovaries between *sox3*^{+/+} and *sox3*^{-/-} based on RNA-seq data. 

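Levels in the 2 ovary libraries were spread almost alike. Over the genes listed above 0.01 FPKM, log2 FPKM had a mean of 1.34 and an SD of 3.45 across genes in the library labelled wild type, and a mean of 1.35 and an SD of 3.48 in the library labelled knockout. The median over all listed genes was 2.01 FPKM and 1.94 FPKM, and 848 and 819 genes were at 100 FPKM or more. Across the genes at 1 FPKM or more in either library, Spearman's rho between the libraries was 0.95, a correlation across genes, which are not independent replicates.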

(A) The distribution of gene density according to gene expression levels in both *sox3*^{+/+} and *sox3*^{-/-} ovaries. 

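In the library labelled wild type 20999 genes were listed above the smallest value of 0.01 FPKM, and in the library labelled knockout 20575 genes. A value of 0.01 FPKM can stand for 0, so it was not taken as expression. At 1 FPKM or more there were 12747 and 12601 genes.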

(B) Numbers of expressed genes in both *sox3*^{+/+} and *sox3*^{-/-} ovaries from RNA-seq data. 

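Of the listed genes, 19269 were above 0.01 FPKM in both ovary libraries, 1730 only in the library labelled wild type and 1306 only in the library labelled knockout. Most of the genes found in a single library were at low levels, with a median of 0.12 FPKM for those of the library labelled wild type and 0.11 FPKM for those of the library labelled knockout. At 1 FPKM or more in that library there were 61 and 52 such genes. The highest of them in the rule for named genes was si:dkey-241l7.3, listed at 0.01 FPKM in the library labelled wild type and 281.12 FPKM in the library labelled knockout.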

(C) Venn chart indicated the co-expressed and ovary-specific expressed genes between *sox3*^{+/+} and *sox3*^{-/-} ovaries.

Table S1. Primer sequences and PCR conditions

Genes/fragments	GenBank access No.	Primer sequence (5'-3')	T _m (°C)
<i>sox3</i> (genotyping)	NM_001001811.2	F: GCGCCTCGGTGCTGACTG<br>R: TAGGCCAGCTGGTCCTGCAT	60
<i>sox3</i> (CDS)	NM_001001811.2	F: CGGAATTCATGTATAACATGATGGAAACCG<br>R: CGCTCGAGAATGTGGGTTAGGGGTAGCGT	58
<i>β-actin</i>	NM_131031.1	F: GGGAGTGATGGTTGGCATGG<br>R: AGGAAGGAAGGCTGGAAGAG	60
<i>acbd6</i>	NM_001025455.1	F: TTGATTCACTGAAGCGAGTA<br>R: GCAGGAAAATGAATCATGGC	58
<i>dse</i>	NM_001030225.1	F: AGGCAGTAGTGAGAAAGCAG<br>R: GTGTAAAGCACCCGAGAAAG	58
<i>shank2</i>	NM_001128347.1	F: TGACTCGGGCATTGAGGTAG<br>R: GGCTTTGGTGCTTTGTCCTT	58
<i>fnip1</i>	NM_001127465.2	F: GGTACAGGGAGCTACTCTACT<br>R: TGGTGTTCTGCTGGGTTTGC	58
<i>zgc:110091</i>	NM_001017577.1	F: GCTCAGGTGGGCGTGTCTGT<br>R: TCGGGCTCATCTGTGACTGC	58
<i>cyp19a1a</i>	NM_131154.3	F: TGGGTCCTGTTGTCTCCTAC<br>R: AGTTTACTTCCAAAGCGTGA	58
<i>cyp19a1a</i> (P1)	NM_131154.3	F: ATAGAGCTCTGGCATCATGGACAAAGAACA<br>R: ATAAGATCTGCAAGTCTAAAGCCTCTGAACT	60
<i>cyp19a1a</i> (P2)	NM_131154.3	F: ATAGAGCTCAGGTGCATCAAATAAGGACAC<br>R: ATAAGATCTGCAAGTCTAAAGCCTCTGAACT	60
<i>cyp19a1a</i> (P3)	NM_131154.3	F: ATAGAGCTCAGGCCTGATGTTTTCTCATTT<br>R: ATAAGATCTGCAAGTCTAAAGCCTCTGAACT	60
<i>cyp19a1a</i> (P4)	NM_131154.3	F: ATAGAGCTCTGAAAGTCTGATGAAAACCCA<br>R: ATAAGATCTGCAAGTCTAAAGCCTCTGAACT	60
<i>cyp19a1a</i> (P5)	NM_131154.3	F: ATAGAGCTCTATCCTGATTGAGTCCCATGC<br>R: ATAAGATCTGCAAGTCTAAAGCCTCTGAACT	60
<i>cyp19a1a</i> (b ^{mut})	NM_131154.3	F: AGCGTTTTGTAGGCCTGATGTTTTTC<br>R: GCGGCGTGTCTTATTTTGATGCAC	58
<i>cyp19a1a</i> (c ^{mut})	NM_131154.3	F: AGCGTTAGGCCTGATGTTTTCTCAT<br>R: CGCTCAAAAGTGTCTTATTTTGAT	58
<i>cyp19a1a</i> (b/c ^{mut})	NM_131154.3	F: GTTAGGCCTGATGTTTTCTCATTTGAC<br>R: GCACGCTGCGGCGTGTCTTAT	58
<i>cyp19a1a</i> (ChIP-P1)	NM_131154.3	F: CCAGAAATGTATATAAAGGGTACATAT<br>R: AGTCATCTCTGGGTTTTTCATCAGG	57
<i>cyp19a1a</i> (ChIP-P2)	NM_131154.3	F: CACAACTCTCACCTGGACGA<br>R: TCCCATATAGAACTGTGGTCTTA	57
<i>casp3a</i>	NM_131877.3	F: GCCAAGCCTCAATCCCAT<br>R: GCCGAAAAACACCCCTC	58

<i>tspo</i>	NM_001006032.2	F: AGGTATAATCACACGGCGGGA<br>R: CCACTGTGCCACTCATCAACA	58
<i>pmaip1</i>	NM_001045474.3	F: CAAACCGCTGTAGTAGAGTGC<br>R: ATCGCTTCCCCTCCATTTGTA	58
<i>capn12</i>	NM_001083063.2	F: AATCACCAGCAATGCCGTCT<br>R: CGTTGCTGGTGCGAGAGTAG	58
<i>boka</i>	NM_001003612.2	F: AGGTGTTTGATCGCTCTCCCA<br>R: CTCATCACCCAACCACAGCAG	58
<i>pgal4-sox3</i>	NM_001001811.2	F: CGGAATTCATAACATGATGGAAACCGAGA<br>R: CGGGATCCGTCAAATGTGGGTTAGGGGTAG	58
<i>pgal4-sox3^{f7}</i>	NM_001001811.2	F: CGGAATTCATAACATGATGGAAACCGAGA<br>R: CGGGATCCGTCATGTGCGTGTAGTCCAT	58
<i>pgal4-sox3^{f40}</i>	NM_001001811.2	F: CGGAATTCATAACATGATGGAAACCGAGA<br>R: CGGGATCCGTCATACTGGGATGTTGAGGG	58
<i>pgal4-sox3-N</i>	NM_001001811.2	F: CGGAATTCATAACATGATGGAAACCGAGA<br>R: CGGGATCCGGGTCTTGGTCTTCCTGCG	58
<i>pgal4-sox3-C</i>	NM_001001811.2	F: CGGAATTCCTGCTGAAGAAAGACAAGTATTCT<br>R: CGGGATCCGTCAAATGTGGGTTAGGGGTAG	58
<i>gal4-sox3</i>	NM_001001811.2	F: CGGGATCCATGAAGCTACTGTCTTCTAT<br>R: CGGTTCGACTCAAATGTGGGTTAGGGGTAG	60
<i>gal4-sox3^{f7}</i>	NM_001001811.2	F: CGGGATCCATGAAGCTACTGTCTTCTAT<br>R: CGGTTCGACTCATGTGCGTGTAGTCCAT	60
<i>gal4-sox3^{f40}</i>	NM_001001811.2	F: CGGGATCCATGAAGCTACTGTCTTCTAT<br>R: CGGTTCGACTCATACTGGGATGTTGAGGG	60
<i>gal4-sox3-N</i>	NM_001001811.2	F: CGGGATCCATGAAGCTACTGTCTTCTAT<br>R: CGGTTCGACGGTCTTGGTCTTCCTGCG	60
<i>gal4-sox3-C</i>	NM_001001811.2	F: CGGGATCCATGAAGCTACTGTCTTCTAT<br>R: CGGTTCGACTCAAATGTGGGTTAGGGGTAG	60
<i>gal4</i>		F: CGGGATCCATGAAGCTACTGTCTTCTAT<br>R: CGGTTCGACGAATTCGGCCTCCATGGCCA	60
<i>sox3</i> (RT-PCR)	NM_001001811.2	F: ACCGAGATTAAAGCCCCAT<br>R: TTGCTGATCTCCGAGTTGTG	59

The restriction sites were underlined.

Table S2. Summary of transcriptome data from *sox3*^{+/+} and *sox3*^{-/-} ovaries

Samples	Sequencing Strategy	Raw Data Size (bp)	Raw Reads Number	Clean Data Size (bp)	Clean Reads Number	Clean Data Ratio (%)
KO-ovary	SE50	1175061850	23501237	1173123100	23462462	99.83
WT-ovary	SE50	1178747350	23574947	1176463600	23529272	99.80

Clean data ratio (%) = Clean reads number/raw reads number

Table S3. Alignment statistics of clean reads to reference genome

Samples	Total Reads	Total Mapped Reads (%)	Unique Match (%)	Multi-position Match (%)	Total Unmapped Reads (%)
KO-ovary	23462462	91.36	69.74	21.62	8.64
WT-ovary	23529272	91.82	70.99	20.83	8.19

Table S4. Alignment statistics of clean reads to reference genes

Samples	Total Reads	Total Mapped Reads (%)	Unique Match (%)	Multi-position Match (%)	Total Unmapped Reads (%)
KO-ovary	23462462	86.32	73.00	13.33	13.68
WT-ovary	23529272	86.15	73.19	12.96	13.85

How the deposited data were processed for this re-analysis (not part of the article)

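Transcriptomes of adult zebrafish ovaries were compared between *sox3* knockout and wild type fish, with 1 library of each genotype made from 3 fish. The authors enriched poly(A) RNA, sequenced it on a BGISEQ-500, mapped the reads with HISAT and Bowtie2 and calculated FPKM with RSEM; the submitters' processing notes name the genome build GRCz10, and the versions of these tools are not given in the sources used here. The deposited FPKM table has 1 value per gene and library, normalized by the authors for transcript length and library size. Both value columns belong to a sample by their names. Tables S2 to S4 give 23529272 clean reads for the library labelled wild type and 23462462 for the library labelled knockout. Reads per gene are not in the table, so the precision of single values is unknown, and low genes are the least certain. The share of genes at least 2-fold apart fell from 36.1% at 1 to 2 FPKM to 2.90% at 50 FPKM or more.

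From these FPKM values log2 ratios of knockout over wild type were computed with a pseudocount of 0.1 FPKM. With 1 library per genotype no test against replicates can be made, so genes were counted by size, at least 2-fold and at 1 FPKM or more in one library, with no p-value. Names came from a table of gene IDs and symbols that matched 20336 of 22328 IDs and left 1992 without a symbol. It often gives the symbol of the human match. A zebrafish name was therefore matched exactly, otherwise in capitals, otherwise in capitals without a closing a or b, and all genes under the name were taken. This matching rule was set after the data had been examined. Gene lists were fixed before that, 32 in all, including markers of other cell types. A list's median over members at 1 FPKM or more was placed among 10000 random lists with the same number of genes in each of 20 bins of mean level, and a bootstrap of 2000 resamples of its members gave the range used to judge other settings. Lists share members and are not independent. Of the 32 lists, 7 fell outside the central 95% of random lists, where 1.6 would if the members of a list varied independently. In simulated data the log ratios of 13455 genes were shuffled within bins. Lists of 50 genes then fell outside in 1 of 40 cases without a shift and in 40 of 40 with a shift of 0.5. Lists of 15 genes did so in 0 and 38 of 40. Genes of a real list can vary together between 2 libraries, which random lists and shuffled ratios leave out. Neither 1.6 nor the simulated rate is therefore a chance rate for such lists, and the shift of 0.5 is larger than most list medians here.

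Genes named in the text are *sox3*, every gene the paper names for these libraries, for PCR, for the off-target sites or as sex-biased, the 10 genes with the largest ratio in each direction at 5 FPKM or more, and up to 4 members of each list with the largest ratios. A few genes outside this rule were named after their values had been seen, which is said beside them. The values of a few genes that the rule covers are not reported here. No fold is given against a value of 0.01 FPKM. The alternatives were pseudocounts of 0.01 and 1 FPKM, scaling by a trimmed mean of log ratios or by the median of ratios, other filters on low values, other fold thresholds, and means in place of medians. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The FDR of the study, its GO and KEGG enrichment and a test on counts were not analysed here, since the table holds FPKM only. Genes were ordered along chromosomes by the RefSeq annotation of another assembly, GRCz12tu, used for neighbours only.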

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

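The other scalings and the median of the oxidative phosphorylation genes were set before the data were examined, and their use as tests was decided after the result they bear on had been seen. The other tests weighed here were chosen after it too, except that of the chromosome segment around *sox3*. Genotype itself was not tested, since 1 library per genotype leaves it confounded with every other difference between the libraries.

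The 10 genes with the largest ratios in favour of the library labelled knockout, none of which the paper discusses, stand out by their level there against the library labelled wild type. These were si:dkey-241l7.3 at 281.12 FPKM, ENSDARG00000094712 at 48.76 FPKM, si:cabz01069013.3 at 53.91 FPKM, *slc22a7b.1* at 41.4 FPKM, *crp5* at 26.9 FPKM, si:ch211-114n24.6 at 192.67 FPKM, si:ch211-226h8.6 at 244.96 FPKM, ENSDARG00000092090 at 547.8 FPKM, si:ch73-335m24.2 at 16.23 FPKM and si:ch73-56d11.5 at 15.39 FPKM. In the library labelled wild type they had 2.75 FPKM at most, and 5 were listed at 0.01 FPKM. Some belong to gene clusters named by clone, whose sums were looked at after these genes were known. The si:dkey-241l7 cluster summed to 7432.33 FPKM in the library labelled wild type and 6775.9 FPKM in the library labelled knockout. That of si:ch211-226h8 summed to 9686.86 and 5074.97 FPKM, and that of ENSDARG00000092090 to 1239.22 and 1322.75 FPKM. The si:ch73-56d11 cluster rose with its member, from 0.02 to 16.46 FPKM.

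Of the genes at 1 FPKM or more, 142 were higher and 151 lower by 8-fold or more, a threshold chosen after the counts at 8-fold and 16-fold had been seen. A candidate explanation is a local difference between the fish of the pools in gene copies or haplotypes. Of the 8-fold genes that could be placed, 53 had another among the 5 measured neighbours on either side, against 17.0 to 42 in the central 95% of 2000 permutations, and at 16-fold 20 against 0 to 11, but only 59.4% and 58.7% of the genes could be placed, under the 80% required, so the test is void and the explanation stays open. For reads divided differently between near-identical copies, the summed FPKM of 16 gene clusters named by clone gave a median absolute log2 ratio of 0.89, but the same sums with random genes of like level as the other members gave 0.71 to 1.62, and the clusters hold 24 of the 293 genes, so this cannot be told apart. The segment inherited with the mutation held 2 such genes among the 100 measured genes beside *sox3*, where permutations gave 0 to 5, in the same void placement.

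*sox3* was higher in the library labelled knockout, against the study's RT-qPCR. The frame-shift alleles leave most of the transcript to be sequenced, so the label alone does not forbid this. The decay that the paper proposes for the mutant transcripts would give the other direction, and how far they persist was not tested here. Reads of *sox19b*, a related and more abundant gene chosen after its values were seen, stay open as a source: its log2 ratio was -0.65, so a constant share of its reads would not give the direction, but 2.72% of its FPKM in the library labelled knockout would equal the excess of *sox3*. An exchange of the libraries stays open. CYP19A1 at -0.81, *pmaip1* at 0.97, *capn12* at 2.17, *tspo* at 0.64 and both BOK genes, at 0.42 and 1.36, had the direction of the RT-qPCR under the labels. After an exchange they would be expected to have the opposite direction, as *sox3* has. The study picked the genes of Fig. 4C from these libraries, but that does not fix the direction of their RT-qPCR. These genes and *sox3* thus point apart, and 1 library per genotype does not settle it. CYP19A1 itself stands at percentile 21.2 among genes of similar level. The spread of genes at so low a level stays open too, since *sox3* stands at percentile 85 among genes of similar level.

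The 13 mitochondrially encoded genes were lower in the library labelled knockout. Scaling does not account for this, since under the other scalings their median was -0.73 at the highest. A loss of the most abundant transcripts is also not borne out, since their median stands at percentile 0 among random lists of the 100 genes nearest in level to each. Nuclear genes of oxidative phosphorylation had a median of -0.18, with a bootstrap range of -0.23 to -0.12, so they were not lower by about as much. Differences in RNA quality or in the selection of poly(A) RNA were not tested and stay open, as does genotype.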

How the results depend on the processing

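With a pseudocount of 1 FPKM the 853 genes higher and 1062 lower by 2-fold at 1 FPKM became 512 and 597; with 2 settings chosen after the data had been examined they became 2036 and 2355 at 1.4-fold, and 1854 and 2620 with no filter on low values. The 4189 genes higher and 5526 lower by over 1.4-fold became 1783 and 2526 at 2-fold, 2035 and 2355 at 1 FPKM or more, and 1877 and 2252 with a pseudocount of 1 FPKM. Apart from those with another pseudocount, which changes the log2 ratios themselves, these changes follow from stricter or looser thresholds on the same values. Expressed genes numbered 12747 in the library labelled wild type and 12601 in the library labelled knockout at 1 FPKM or more. Among list medians, that of the sox genes, 0.82, turned to -0.28 over the 6 members whose name belongs to 1 gene, a setting chosen after the data had been examined. Trimmed mean scaling, which shifts log2 ratios by up to 0.05, moved the estrogen-responsive genes to 0.0135 and the ribosomal proteins to -0.10. Means in place of medians were 0.26 for the proteasome, -0.13 for cell cycle and mitosis, 0.13 for vitellogenin uptake, 0.28 for the egg envelope and -0.13 for oocyte markers. Leukocyte markers at 5 FPKM or more had a median of -0.77, and pancreas and gut markers above 0.01 FPKM one of -0.18. Apart from the scaling shift, the cause was not tested. The other 277 list values lay within the bootstrap range of the main median, which is wide for small lists and spans 0 for most. Percentiles under the other settings were computed after the data had been examined. The pro-apoptotic and sox lists left the central 95% under the main setting and not under every other, the fatty acid synthesis, steroid synthesis, estrogen-responsive and granulosa lists under some other settings only, and the mitochondrially encoded, oxidative phosphorylation, ribosomal, egg envelope and testis lists under all 8 settings of pseudocount, scaling and members. Over 93 single genes above 0.01 FPKM in both libraries 340 values moved by less than 1.5-fold, 32 by more, and none reversed; all 32 came with another pseudocount, which weighs on low genes. Alternatives set before that need a stricter FDR, a count test or the authors' own fold were not run, since the table holds FPKM only. No paired analysis was possible because there is 1 library per genotype and no test. Reads per gene are not given, so genes under about 5 FPKM carry the widest uncertainty.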

Differences from the paper's values

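The paper reports 1740 genes higher and 2196 lower in the knockout at over 1.4-fold with an FDR filter, and here 4189 and 5526 genes passed 1.4-fold without an FDR, which the table does not hold, so the thresholds differ. Of the alternatives set before the data were examined, 2-fold (1783 and 2526), 1 FPKM or more (2035 and 2355) and a pseudocount of 1 FPKM (1877 and 2252) gave counts within 1.5 times the paper's, and only genes above 0.01 FPKM in both (3134 and 4092), a pseudocount of 0.01 FPKM (4846 and 6326) and both other scalings (4449 and 5238, and 4317 and 5378) did not. The paper's level of *sox3* relative to wild type was about 0.27 in the f7 line and about 0.12 in the f40 line by RT-qPCR (Fig. S2, read by eye). The FPKM ratio here was 1.83, with 1.89 and 1.86 under the other scalings, so no alternative reached the paper's direction. RT-qPCR is another measure, and which line the sequenced fish came from is not named, so the values cannot be matched line by line.

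The paper states that ovarian steroidogenesis was down-regulated. Over the 17 steroid synthesis genes fixed here, which are not the KEGG pathway, 7 were lower and 6 higher by 1.4-fold, the median log2 ratio was 0.10, and CYP19A1, the paper's own marker, was lower at -0.81. Fig. 3F places fatty acid elongation, the biosynthesis of unsaturated fatty acids and arachidonic acid metabolism among the down-regulated pathways, and here the list of fatty acid synthesis, elongation and desaturation had a median of 0.16 (0.10 at 5 FPKM or more), again over another list than KEGG's. The eicosanoid genes gave no clear direction, with a median of 0.26 over 7 genes, a mean of -0.26, and a median of -0.13 over the 23 above 0.01 FPKM in either library. Oxidative phosphorylation (-0.18) had a median in the figure's direction, below all random lists. The medians of fatty acid degradation (-0.11) and base excision repair (-0.07) lay inside the range of random lists, and that of the pro-apoptotic genes (0.13) lay above it but not at 5 FPKM or more or over names that belong to 1 gene (0.02 in both). The genes *pmaip1* and *tspo* had the direction of Fig. 4. The mean and SD of log2 FPKM printed in Fig. S4A match the values here to the digits given.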

Other observations

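Among gene groups that the paper does not discuss, markers of testis stood lower as a list in the library labelled knockout, with a median log2 ratio of -0.59 over 19 genes (percentile 0.22), 10 lower and 4 higher by 1.4-fold. The bootstrap range over members was -1.02 to 0.41, and 7 members were above 0. The lowest was *ROPN1L*, at 4.07 and 0.38 FPKM, followed by *SPATA18* at 16.89 and 2.75 FPKM in the libraries labelled wild type and knockout, while one gene under SOX9 (ENSDARG00000043923) was at 4.09 and 23.83 FPKM and *SPATA6* at 3.25 and 13.97 FPKM. Oocyte markers had a median of -0.06 over 37 genes (percentile 32.2), and 4 were lower by 1.4-fold and none higher. Genes of the synaptonemal complex of early meiosis were among these, with *sycp2* at 2.57 and 0.9 FPKM, *SYCP1* at 9.4 and 4.83 FPKM and *SYCP3* at 5.88 and 3.13 FPKM. The 11 sox genes had a median of 0.82 (percentile 100; bootstrap range over members -0.38 to 1.36), which is the value of *sox3* itself and was -0.28 over the 6 whose name belongs to 1 gene (percentile 16.4), with SOX4 and SOX8 genes higher and the endothelial gene *sox18* lower, at 1.37 and 0.25 FPKM.

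Of the proteasome genes, the immune subunit genes had the largest ratios. *psmb12* was listed at 0.01 and 9.93 FPKM and *PSMB9* at 0.08 and 7.36 FPKM, while the 44 proteasome genes had a median of -0.01 (percentile 66.8), which other scalings turn above 0. Leukocyte markers had a median of 0.05 and a mean of -0.60 over 23 genes (percentile of the median 69.7). By 1.4-fold 5 were higher, up to a log2 ratio of 1.61, and 8 lower. The median was -0.77 over the 6 at 5 FPKM or more (percentile 6.05), inside the central range of random lists. Among the lower members were *mhc2dab*, at 1.31 and listed at 0.01 FPKM, and one of several MFAP4 genes at 9.63 and 0.25 FPKM. These belong to multigene families, and the values of single members are uncertain. Summed over the 7 *mfap4* genes at 1 FPKM or more, a family chosen after its values were seen, the level was 100.43 and 26.69 FPKM, and 6 of the 7 were at least 2-fold lower and none higher. Immediate early and stress genes had a median of -0.16 over 22 genes (percentile 19.7), with *ier2a* at 3.4 and 0.5 FPKM. Genes of extracellular matrix and tight junctions had one of 0.04 over 49 genes (percentile 82.0), which turned to -0.09 over the 34 whose name belongs to 1 gene and to -0.09 over all 101 above 0.01 FPKM in either library.

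Markers of blood, liver, muscle and pancreas, which dissection can bring along, were mostly under 1 FPKM in both libraries, and members with large ratios went both ways in blood, with *hbae5* at 4.97 and 0.85 FPKM and *hbaa1* at 12.8 and 23.05 FPKM, and in liver, with *ITIH2* at a log2 ratio of -1.64 and *apoc1* at 2.49 and 5.67 FPKM. Muscle also went both ways, with 2 genes at least 2-fold lower and 1 at least 2-fold higher, at a log2 ratio of 1.07. The lower ones were *atp2a1* at 1.02 and 0.09 FPKM and one ACTA1 gene at 2.33 and 0.8 FPKM. The gene *ins* of the pancreas was at 2.7 and 1.25 FPKM. Each direction is that of the labels, under which *sox3* goes against the study's RT-qPCR. Medians were -0.14 for 5 genes of blood (percentile 30.3), -0.39 for 8 of endothelium (percentile 30.8), 0.10 for 4 of liver (percentile 63.1), -0.04 for 8 of muscle (percentile 54.2), above 0 with trimmed mean scaling, -0.69 for 2 of pancreas and gut (percentile 19.2) and -0.27 for 13 of epidermis and ciliated epithelium (percentile 14.0), whose mean was 0.21. Those of blood, liver, muscle and epidermis and ciliated epithelium turn with the filter. Those of endothelium and of pancreas and gut stayed below 0 under every setting run, but pancreas and gut had no value at 5 FPKM or more. Over all members above 0.01 FPKM in either library the median was 0.04 for 18 genes of blood, -0.19 for 33 of liver and 0.06 for 27 of epidermis and ciliated epithelium, at 5 FPKM or more it was 0.15 for 4 of blood, 0.21 for 2 of muscle and 0.17 for 6 of epidermis and ciliated epithelium, and the mean for liver was -0.07.

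Beside the predicted off-target sites of the study, ACBD6 was at 2.59 FPKM in the library labelled wild type and 1.76 FPKM in the library labelled knockout, FNIP1 at 1.09 and 1.03 FPKM, DSE at 0.07 FPKM in both, and the 2 genes under SHANK2 at 0.1 and 1.01 FPKM and at 0.05 and 0.03 FPKM. zgc:110091 had no match. Of the genes that the introduction calls female-biased, METTL3 was at 18.81 and 15.28 FPKM, NR0B1 at 0.59 and 1.12 FPKM, *bmp15* at 93.64 and 87.93 FPKM and *fgf24* at 0.01 and 0.12 FPKM. Of the male-biased genes, DMRT1 was at 1.3 and 0.8 FPKM, *amh* at 0.8 and 0.67 FPKM, and the other SOX9 gene (ENSDARG00000003293) at 0.48 and 0.21 FPKM.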
